# Dnmt1 has de novo activity targeted to transposable elements

**DOI:** 10.1038/s41594-021-00603-8

**Published:** 2021-06-17

**Authors:** Chuck Haggerty, Helene Kretzmer, Christina Riemenschneider, Abhishek Sampath Kumar, Alexandra L. Mattei, Nina Bailly, Judith Gottfreund, Pay Giesselmann, Raha Weigert, Björn Brändl, Pascal Giehr, René Buschow, Christina Galonska, Ferdinand von Meyenn, Melissa B. Pappalardi, Michael T. McCabe, Lars Wittler, Claudia Giesecke-Thiel, Thorsten Mielke, David Meierhofer, Bernd Timmermann, Franz-Josef Müller, Jörn Walter, Alexander Meissner

**Keywords:** Epigenomics, Chromatin, Developmental biology, DNA methylation

## Abstract

DNA methylation plays a critical role during development, particularly in repressing retrotransposons. The mammalian methylation landscape is dependent on the combined activities of the canonical maintenance enzyme Dnmt1 and the de novo Dnmts, 3a and 3b. Here, we demonstrate that Dnmt1 displays de novo methylation activity in vitro and in vivo with specific retrotransposon targeting. We used whole-genome bisulfite and long-read Nanopore sequencing in genetically engineered methylation-depleted mouse embryonic stem cells to provide an in-depth assessment and quantification of this activity. Utilizing additional knockout lines and molecular characterization, we show that the de novo methylation activity of Dnmt1 depends on Uhrf1, and its genomic recruitment overlaps with regions that enrich for Uhrf1, Trim28 and H3K9 trimethylation. Our data demonstrate that Dnmt1 can catalyze DNA methylation in both a de novo and maintenance context, especially at retrotransposons, where this mechanism may provide additional stability for long-term repression and epigenetic propagation throughout development.

## Abstract (web summary)

The canonical DNA methylation maintenance enzyme Dnmt1 displays global de novo methylation activity with greater targeting towards IAP transposons, which may contribute to their stable repression during early development.

## Main

Mammalian development is a highly orchestrated process facilitated by a complex multi-layered epigenome that dynamically changes as a function of time. After fertilization, the genome undergoes global DNA demethylation, followed by an extensive wave of de novo methylation to establish the somatic methylation landscape. This is dependent on the combined activities of the maintenance DNA methyltransferase (Dnmt) 1, its co-factor the E3 ubiquitin protein ligase Uhrf1, and the de novo enzymes Dnmt3a and Dnmt3b. Through their activity, Dnmts affect genomic stability and accessibility, including the silencing of transposable elements^1–3^. Loss of Dnmt1 is embryonically lethal and leads to a global reduction of DNA methylation that results in increased expression of long terminal repeat (LTR) retrotransposons, most notably intracisternal A particles (IAPs)^3–5^.

Currently, Dnmt1 is described as the canonical maintenance methyltransferase because of its high affinity towards hemimethylated DNA and its role in re-establishing the methylation landscape after DNA replication^6,7^, while the de novo Dnmts (3a/3b) target CpG sites in both hemi- and unmethylated contexts^8^. Dnmt1’s preference towards hemimethylated substrates has been linked to its auto-inhibitory conformation and presumed inability to act alone. Uhrf1 appears necessary for alleviating this inhibition and also plays a role in the localization as well as genomic recruitment of Dnmt1^9–12^.

Despite Dnmt1’s strong preference for hemimethylated DNA substrate, some studies have reported that it can, albeit with low efficiency, catalytically act on unmethylated DNA substrates. For example, purified Dnmt1 has been shown to have up to 50-fold higher activity towards hemimethylated DNA, but nonetheless catalyzed measurable methylation of unmethylated DNA substrates^13,14^. Mouse embryonic stem cells (ESCs) deficient for both Dnmt3a and 3b were shown to gain low levels of methylation (<3%) at an integrated unmethylated Moloney murine leukemia virus LTR and slightly higher levels when introduced with some pre-existing methylation^15^. Hidden Markov models of Dnmt activity based on repeat elements analyzed using hairpin-bisulfite sequencing predicted Dnmt1 to have methylation activity at IAPs and major satellite repeats^16^. It was also suggested that Dnmt1 has a role in the de novo methylation of inactive gene promoters in *Stella* (*Dppa3*) knockout oocytes. Specifically, a low-level gain of methylation for Stella and Dnmt3a deficient oocytes was reported compared to Stella and Dnmt1 knockouts. However, the presence of other Dnmts, such as Dnmt3b, and the inability to separate Dnmt1 maintenance and de novo methylation activity complicate the interpretation^17^. Finally, two recent studies investigating DNA replication-coupled maintenance using a combination of DNA labeling and hairpin-bisulfite sequencing suggested the possibility of Dnmt1 engaging in low levels of post-replication de novo methylation^18,19^. Based on these earlier studies, which all make intriguing observations, a thorough and well-controlled investigation is needed to clarify the precise ability of Dnmt1 to act as a de novo enzyme in cells and development.

## Results

### In vivo gain of DNA methylation in the absence of Dnmt3s

To begin this investigation, we compared the global landscape of wild-type (WT) embryonic day (E) 3.5 inner cell mass (ICM), which represents a low point of DNA methylation during early development, with Dnmt3a/3b double knockout (DKO) post-implantation E6.5 epiblast, a stage where re-methylation is largely completed in wild-type embryos (Fig. 1a)^20^. Unexpectedly, we found that 50% of the genome gains more than 5% methylation, even in the absence of the Dnmt3s, compared to the ICM, pointing towards a rather widespread Dnmt3-independent de novo methylation activity (Fig. 1a,b, blue shaded areas). Another noteworthy feature of the Dnmt3a/3b DKO epiblast methylome is the highly methylated regions overlapping with IAPs (Fig. 1a,c, left). By contrast, the Dnmt1 KO epiblast loses DNA methylation at IAPs, with 96% of IAPs being less methylated in the E6.5 Dnmt1 KO versus E3.5 ICM (methylation loss is defined as a difference greater than 5% (delta ≥ 0.05); Fig. 1a,c, right). This highlights that Dnmt1, not Dnmt3 activity, is necessary and sufficient to maintain high methylation levels at IAPs through pre- and post-implantation development.

**Fig. 1:**
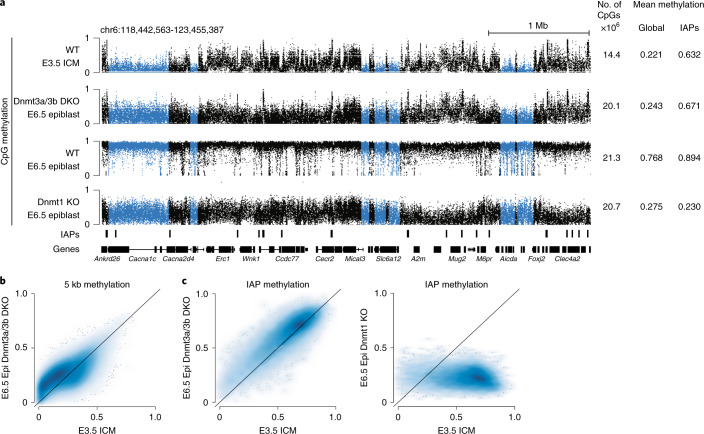
Dnmt1 displays de novo methylation activity in vivo. **a**, Representative genome browser tracks of WGBS data for WT E3.5 ICM (*n* = 2 samples from 5–10 pooled embryos each), Dnmt3a/3b DKO E6.5 epiblast (*n* = 1 from ~10 pooled embryos each), WT E6.5 epiblast (*n* = 2 from ~10 pooled embryos each) and Dnmt1 KO E6.5 epiblast (*n* = 1 from ~10 pooled embryos each). Regions with a notable gain of methylation in the absence of the de novo Dnmt3s are highlighted across all tracks in blue. The coverage and average methylation values are shown on the right. **b**, Correlation plot of E3.5 ICM compared to E6.5 epiblast (Epi) of the Dnmt3a/3b DKO in 5-kb windows, excluding all IAP retrotransposon overlapping CpGs. *n* = 461,268 5-kb windows. **c**, Correlation plot of the average IAP retrotransposon methylation per element in the E3.5 ICM compared to E6.5 epiblast of the Dnmt3a/3b DKO (left) and Dnmt1 KO (right); 48% of IAPs are more methylated (>0.05 methylation difference) than in the ICM of Dnmt3a/3b DKO epiblast and almost all (96%) are less methylated in the Dnmt1 KO than in the ICM. *n* = 14,787 IAP elements. Source data are provided at 10.6084/m9.figshare.14555250.

### DNA-methylation-depleted ESCs confirm Dnmt1 de novo activity

To more systematically investigate the Dnmt3-independent de novo activity, we utilized mouse ESCs that lack catalytically active Dnmt3a and Dnmt3b, combined with reversible Dnmt1 depletion, using a Cre-excisable short-hairpin RNA (shRNA) against Dnmt1 (triple knockout like, TKO_L_; Fig. 2a, Extended Data Fig. 1a and Supplementary Table 1). This system shows global loss of DNA methylation and enables us to track any de novo activity upon knockdown reversal using endogenous Dnmt1 (termed double knockout zero methylation, DKO_0_; Fig. 2a)^21,22^. Importantly, the clonal nature of the TKO_L_ cell line excludes that a subpopulation of cells retained methylation and then later expanded to give rise to the observed changes in methylation. However, to further remove any uncertainty, we also created a true triple knockout (TKO) ESC line and later rescued Dnmt1 through ectopic expression via PiggyBac integration (Fig. 2b). We then generated whole-genome bisulfite sequencing (WGBS) data of our ESC lines, including a time course of DKO_0_ after 1, 5, 15 and 25 passages (P). Both the endogenous rescue and ectopic expression show a notable gain of Dnmt1-induced de novo DNA methylation (Fig. 2c). Importantly, the vector-based ectopic reintroduction of Dnmt1 into the TKO cells further demonstrates that Dnmt1’s catalytic function is necessary, as we did not observe a gain of methylation when introducing a catalytically inactive Dnmt1 mutant. Next, we determined differentially methylated regions (DMRs) between the TKO_L_, from which all DKO_0_ samples are generated, and DKO_0_ at P15 (DMRs, *n* = 2,573, Supplementary Table 2). The latter was chosen for the DMR calling as it shows a robust gain of methylation at specific regions over background. We also defined a set of length-matched, randomly distributed control regions for our analysis (CRs; *n* = DMRs × 1,000; Extended Data Fig. 1b–d and Supplementary Information). The DMRs have a mean methylation of 0.180 in the DKO_0_ at P15 (compared to 0.006 in TKO_L_), while the gain at CRs matches the global average (Fig. 2c,d). Thus, the methylation increase seems to segregate into two distinct activities: an ubiquitous lower-level global gain and a more pronounced gain at specific focal regions. To independently confirm the DMRs and assess their consistent emergence, we used methylated DNA immunoprecipitation sequencing (MeDIP-seq) on isolated and passaged clones of DKO_0_ P1, P5 and P10 in triplicate. Although MeDIP is not as quantitative, it provides a binary estimate regarding the presence or absence of methylation and shows that Dnmt1 re-expression leads to a highly reproducible gain of methylation across replicates (Extended Data Fig. 1e–i). Finally, we used fluorescence-activated single-cell sorting to isolate individual cells from DKO_0_ at P1 and expanded individual clones until P5. We then assayed methylation at IAPEz-int (internal region of an IAP-subtype) elements with amplicon bisulfite sequencing and found little variation and similar methylation patterns emerging within the nine tested clones. Furthermore, we compared the methylation levels of individual CpGs within DMRs between the TKO_L_ to the gain between the TKO_L_ and DKO_0_ P15. Notably, CpGs with residual levels of methylation in the TKO_L_ did not show any larger gain in the DKO_0_ than fully unmethylated CpGs. Together with the clonal origin of the TKO_L_ cell line, these results argue against remaining methylation in a subpopulation of cells as the explanation for our observed de novo methylation (Extended Data Fig. 2a).

**Fig. 2:**
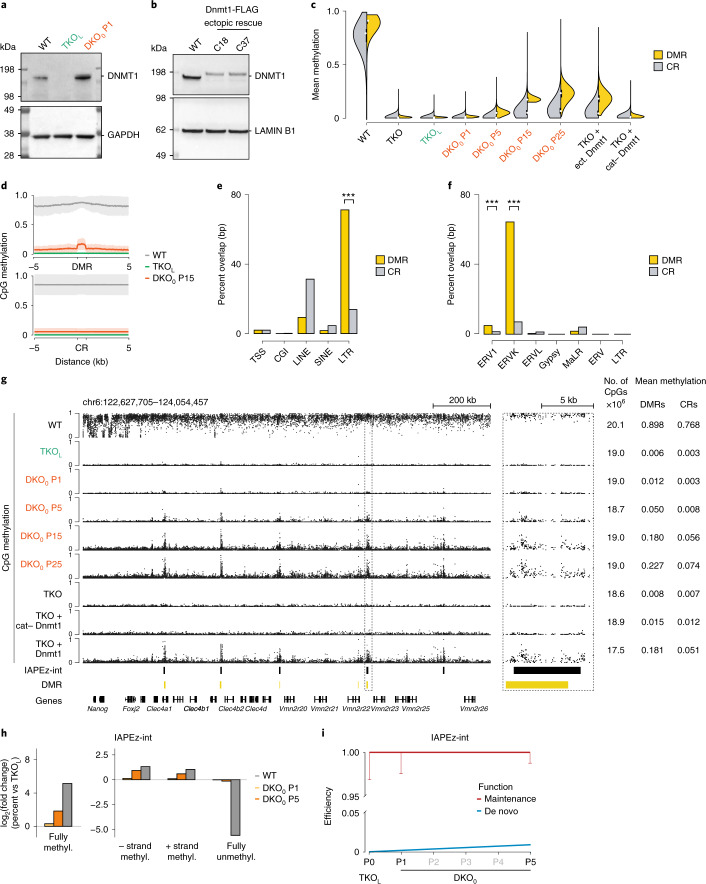
Dnmt1 de novo activity is targeted towards IAP elements in vitro. **a**, Western blot of DNMT1 (183 kDa) in WT, TKO_L_ and DKO_0_ ESCs. Loading control: GAPDH (36 kDa). **b**, Western blot of DNMT1 in WT and TKO+ ectopic FLAG-tagged Dnmt1. Ectopic DNMT1 protein runs higher due to the addition of the FLAG tag. Loading control: LAMIN B1 (62 kDa). **c**, Methylation distribution of DMRs (yellow) and CRs (gray) for WT, TKO, TKO_L_, DKO_0_ at P1, P5, P15 and P25, TKO+ ectopic Dnmt1 and TKO + catalytically inactive Dnmt1 (cat−), one sample each. Average methylation, from left to right: DMRs, 0.898, 0.008, 0.006, 0.012, 0.050, 0.180, 0.227, 0.181, 0.015; CRs, 0.768, 0.007, 0.003, 0.003, 0.008, 0.056, 0.074, 0.051, 0.012. The boxplot elements are defined as follows: white dot, median; boxes, first and third quartiles; whiskers, 1.5× inter-quartile range; data beyond the whiskers are omitted. CGI, CpG island; LINE, long interspersed nuclear element; SINE, short interspersed nuclear element. **d**, Profile plot depicting the methylation over DMRs or CRs in WT, TKO_L_ and DKO_0_ at P15 (*n* = 2,573 DMRs and 2,573,000 CRs). **e**, Distribution of DMRs across genomic regions. The percent overlap in length is measured in base pairs. ***P = 2.2 × 10^−16^, Wilcoxon test, one-sided. **f**, Distribution of DMRs across LTR retrotransposon classes; ***P < 0.001, ERV1 = 2.49 × 10^−5^, ERVK = 2.2 × 10^−16^, Wilcoxon test, one-sided. **g**, Methylation tracks for WT, TKO_L_ and DKO_0_ at P1, P5, P15 and P25, as well as the TKO, TKO + catalytically inactive Dnmt1 (cat−) and TKO + ectopic Dnmt1. Right: zoom-in to a representative DMR (dashed box). Total number of CpGs measured and average methylation values are shown. **h**, Hairpin-bisulfite data depicted as log_2_(fold change) of all possible CpG dyad combinations at IAPEz-int elements (±strand hemimethylation, fully methylated or unmethylated on complementary strands) for WT, P1 and P5 DKO_0_ CpG versus TKO_L_. **i**, Visualization of maintenance and de novo efficiencies predicted by a hidden Markov model using IAPEz-int hairpin-bisulfite sequencing data from TKO_L_, P1 and P5 DKO_0_. Black labels indicate the sampled time points. Uncropped images for **a** and **b** are available as source data. Additional source data are provided at 10.6084/m9.figshare.14555250. Source data

### IAPs are specific targets of Dnmt1’s de novo activity

Next, we compared the DMR distribution over genomic features and found a highly significant enrichment at LTRs, which is independent of regional CpG density (*P* < 2.2 × 10^−16^, Wilcoxon test, DMRs compared with CRs; Fig. 2e and Extended Data Fig. 2b). LTRs contain several families, including ERV1 and ERVK, which were specifically enriched in DMRs relative to CRs (*P*_ERV1_ = 2.49 × 10^−05^, *P*_ERVK_ < 2.2 × 10^−16^, Wilcoxon test; Fig. 2f). More precisely, the DMRs overlap with the IAPEz-int sub-family of ERVKs and gain methylation over time (Fig. 2g and Extended Data Fig. 2c). As noted above, IAP methylation is maintained at high levels through early development in WT as well as Dnmt3-deficient embryos; Dnmt1 de novo DMRs in ESCs show substantial overlap with the regions of focal methylation in the ICM and the Dnmt3a/3b DKO epiblast (Extended Data Fig. 2d). To further explore Dnmt1’s de novo activity on the complementary DNA strands and model the kinetics of this process, we subjected WT, TKO_L_, as well as P1 and P5 DKO_0_ cells to hairpin-bisulfite amplicon sequencing across several repeat classes. 

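In hairpin-bisulfite sequencing, a hairpin linker was ligated to the ends of digested genomic DNA, so that both strands of a molecule were read together after bisulfite conversion. Each CpG dyad, a CpG on one strand with its partner on the other, was thereby scored as fully methylated, hemimethylated on the right or left side, or unmethylated. WT cells were of the V6.5 line. TKO_L_ and DKO_0_ cells were J1 cells that lack catalytically active Dnmt3a and Dnmt3b, with Dnmt1 depleted by an shRNA in TKO_L_ and restored after its excision in DKO_0_. The libraries analysed here cover 5 repeat classes, namely IAPEz, IAP LTRs, the LINE-1 class L1mdT, the endogenous retrovirus MuERVL and major satellites (mSat). There was 1 library per line and class, and mSat was not analysed here in DKO_0_ P5. The authors scored the dyads with BiQAnalyzerHT and Hairpinanalyzer, after filters on sequence identity and linker conversion, and deposited the number of dyads in each state. Between 755 and 14551 reads and between 3020 and 43653 dyads stood behind each library. In the linkers, 97.1% to 99.0% of the unmethylated cytosines were converted. Following the methods of the study, the share of dyads in each state was divided by its share in TKO_L_ and given as a log2 ratio. Dyad counts in DKO_0_ and TKO_L_ were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 27 tests. With 1 library per line, these tests compare libraries and have no replicate check. Shares carry 95% Wilson confidence intervals, which cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Dyads on the same read are also not independent. Each test was therefore repeated with the counts divided by the dyads per read, which ranged from 3 to 6.91, an alternative chosen after the data were seen.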

We observed an increase in fully methylated CpG dyads across all repeat classes relative to the TKO_L_ by P5, with IAPEz showing the highest fraction (Extended Data Fig. 2h). Additionally, in contrast to other repeat classes, the IAPEz elements show a relative increase in hemimethylated CpG dyads on both strands across passaging (Fig. 2h and Extended Data Fig. 3b). This increase in hemimethylated DNA, specifically at full-length IAPEz elements, over other repeat classes (including the larger set of IAP LTRs that includes more than 4,000 solo LTRs) could potentially be the result of sequence-specific features that influence Dnmt1’s recruitment and hence its de novo activity. 

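At IAPEz, 2.55% of dyads (2.37 to 2.75) were fully methylated in TKO_L_, 3.16% (2.97 to 3.36) in DKO_0_ P1 and 9.13% (8.78 to 9.48) in DKO_0_ P5, against 90.5% in WT. The log2 ratio of DKO_0_ P5 to TKO_L_ was 1.84 (95% confidence interval 1.72 to 1.96, Fisher's exact test, adjusted p = 1.09e-237), and that of DKO_0_ P1 was 0.31 (adjusted p = 4.78e-05). L1mdT rose from 0.206% in TKO_L_ through 0.456% at P1 to 1.78% (1.61 to 1.97) at P5, a log2 ratio of 3.11 at P5 (2.69 to 3.53, exact test, adjusted p = 2.49e-74). MuERVL rose from 0.173%, which was 6 dyads, through 0.385% to 1.73% (1.41 to 2.14), a log2 ratio of 3.33 (2.14 to 4.52, exact test, adjusted p = 3.74e-13). At IAP LTRs, only 3 dyads (0.0236%) were fully methylated in TKO_L_, 2 dyads in DKO_0_ P1 and 11 dyads (0.0612%, 0.0342 to 0.110) in DKO_0_ P5. Their log2 ratio of 1.38 at P5 had an interval from -0.46 to 3.22 (exact test, adjusted p = 0.264), so a rise was not detectable at this depth. mSat was analysed up to P1 only, with 0.445% in TKO_L_ and 0.471% in DKO_0_ P1 (exact test, adjusted p = 0.864). IAPEz had the highest fully methylated share of the 4 classes analysed at P5, and the log2 ratios of L1mdT and MuERVL started from TKO_L_ shares below 0.5%. A pseudocount of 0.1 percentage points lowered the P5 ratios to 0.38 at IAP LTRs, 2.75 at MuERVL, 2.62 at L1mdT and 1.80 at IAPEz. With the counts divided by the dyads per read, the exact test of the P5 rise remained past the threshold at IAPEz (adjusted p = 1.03e-34), L1mdT (3.84e-15) and MuERVL (0.00392), whereas the P1 rise at IAPEz did not (0.252).

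**Figure D1:**
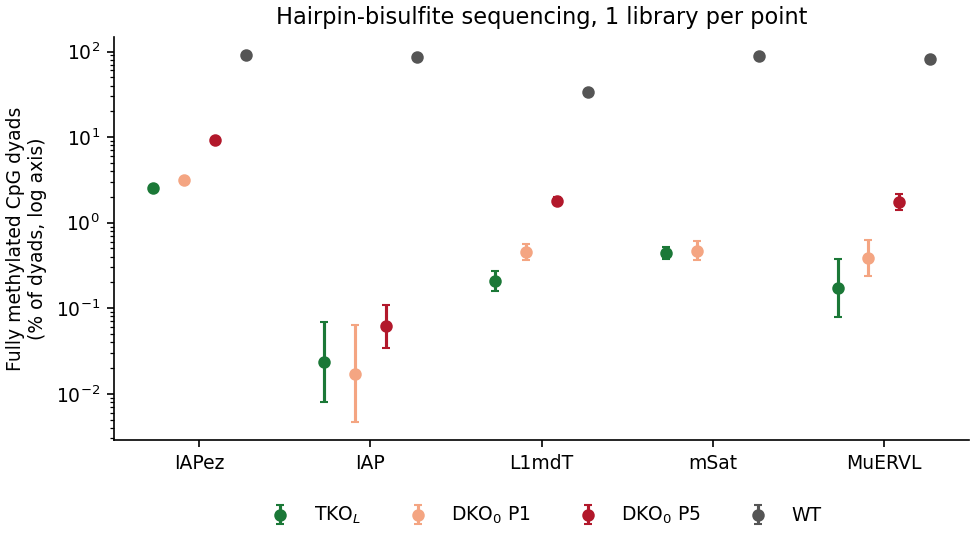
Fully methylated CpG dyads as a percentage of all dyads, on a log axis, for 5 repeat classes in TKO_L_, DKO_0_ P1, DKO_0_ P5 and WT, with 1 library per point and 95% Wilson intervals as bars. IAPEz is highest among the classes in TKO_L_ (2.55%) and in DKO_0_ P5 (9.13%), and every class lies below its WT value.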

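Dyads at IAPEz methylated on the right side only made up 1.68% (1.54 to 1.85) in TKO_L_, 1.85% (1.70 to 2.00) in DKO_0_ P1 and 3.21% (3.00 to 3.43) in DKO_0_ P5. On the left side the shares were 1.64% (1.49 to 1.80), 1.75% (1.61 to 1.91) and 2.47% (2.29 to 2.66). How these sides map to the plus and minus strands is not given with the counts. The log2 ratio of P5 to TKO_L_ was 0.93 (0.77 to 1.10, Fisher's exact test, adjusted p = 3.64e-29) on the right and 0.59 (0.42 to 0.76, adjusted p = 1.30e-10) on the left. At P1 it was 0.13 (exact test, adjusted p = 0.239) and 0.10 (adjusted p = 0.421), so no change was detectable at either side. Counted in reads, the P5 increase on the right stayed past the threshold of the exact test (adjusted p = 0.000129) and that on the left did not (adjusted p = 0.0808). Hemimethylated dyads were also more frequent at P5 than in TKO_L_ in the other classes. The right and left log2 ratios were 0.55 (exact tests, adjusted p = 0.000531) and 0.57 (adjusted p = 3.41e-05) at IAP LTRs, 0.59 (0.000274) and 0.52 (0.000531) at L1mdT, and 0.69 (0.0536) and 0.49 (0.186) at MuERVL. In reads, none of these 6 ratios of single sides passed the threshold, with adjusted p from 0.201 to 0.789, whereas with both sides summed the 95% intervals in reads lay above 0 at IAP LTRs (0.14 to 0.98) and L1mdT (0.11 to 1.00), but not at MuERVL (-0.23 to 1.41). In TKO_L_, unconverted cytosines in the linker made up 1.7% at IAPEz, 2.7% at IAP LTRs, 1.0% at L1mdT and 1.2% at MuERVL. At P5 the hemimethylated share of each side lay above the unconverted share of its own library at IAPEz (1.9% unconverted) and MuERVL (1.2%), but not at IAP LTRs (2.9%) or L1mdT (1.1%).

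**Figure D2:**
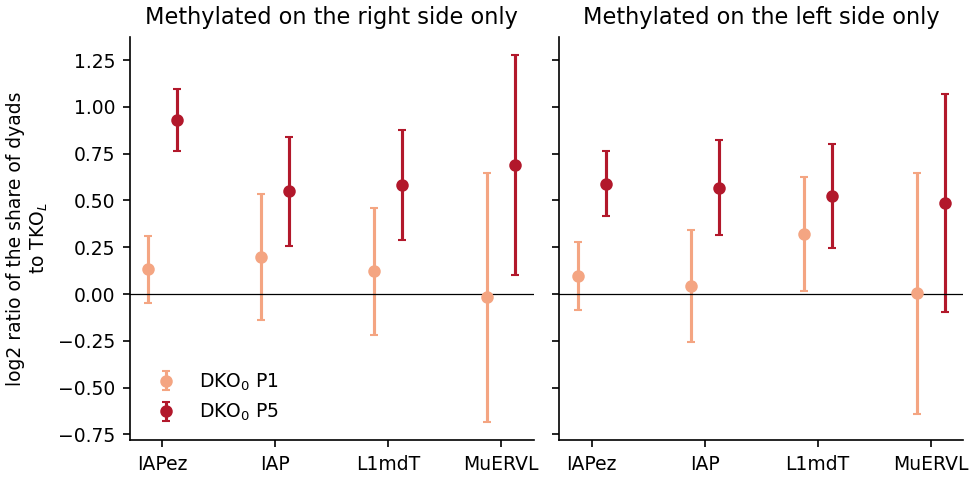
Log2 ratio to TKO_L_ of the share of CpG dyads methylated on the right side only and on the left side only, in DKO_0_ P1 and P5, for the 4 classes analysed at both passages. Points are single libraries, bars are 95% counting intervals and the line at 0 marks no change from TKO_L_; at P5 all points lie above it, from 0.49 to 0.93.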

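The increases at IAPEz were compared directly with those at the other classes, as the difference between the log2 ratios of DKO_0_ P5 to TKO_L_ with both sides summed. IAPEz rose by 0.77 in this measure and IAP LTRs by 0.56, a difference of 0.21 (95% confidence interval -0.01 to 0.44). Zelen's exact test of equal odds ratios gave p = 0.0515 for it, and 0.103 after adjustment over 12 such tests, which were added after the data were seen. Against L1mdT the difference was 0.22 (-0.01 to 0.45, exact p = 0.0462, adjusted p = 0.103), and against MuERVL it was 0.18 (-0.24 to 0.61, exact p = 0.384, adjusted p = 0.626). Counted in reads, the intervals widened to -0.31 to 0.73 for IAP LTRs, -0.32 to 0.76 for L1mdT and -0.69 to 1.06 for MuERVL. The data thus neither show nor rule out a sizeable difference. On the right side alone, the differences from IAP LTRs (0.38, exact p = 0.0256) and L1mdT (0.35, exact p = 0.0385) passed the threshold before adjustment, but not after it (adjusted p = 0.102 and 0.103). On the left side they were 0.02 and 0.07. In percentage points, hemimethylated dyads rose from 3.32% to 5.68% at IAPEz, from 2.50% to 3.68% at IAP LTRs, from 1.40% to 2.06% at L1mdT and from 1.96% to 2.94% at MuERVL. Fully methylated dyads were 43.4% of the methylated dyads at IAPEz in TKO_L_ and 61.6% in DKO_0_ P5, 12.8% and 46.4% at L1mdT, 8.11% and 37.1% at MuERVL, and 0.935% and 1.63% at IAP LTRs. Their log2 ratio of P5 to TKO_L_ was lower at IAPEz than at L1mdT (difference -1.27, interval -1.71 to -0.83, exact test, adjusted p = 1.59e-07, or 0.263 counted in reads) and, short of the threshold after adjustment, than at MuERVL (difference -1.49, exact test, adjusted p = 0.0755). From the hemimethylated dyads at full-length IAPEz elements, set against the wider group of IAP LTRs, the paper raises the possibility that features of the sequence influence where Dnmt1 is recruited and hence active.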

We then used the H(O)TA hidden Markov model to estimate the efficiency of de novo and maintenance methylation^23^. For most repeat classes, the low levels of methylation in the KO lines make modeling difficult; however, the increased methylation observed at IAPEz-int elements allowed us to effectively generate a model of de novo versus maintenance methylation (Fig. 2i). 

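The average methylation of a CpG, counting hemimethylated dyads as methylated on 1 of 2 sides, was 4.21% at IAPEz in TKO_L_ and 12.0% in DKO_0_ P5. It reached 1.904% at IAP LTRs, 2.81% at L1mdT and 3.21% at MuERVL in DKO_0_ P5, from 1.27%, 0.909% and 1.15% in TKO_L_. At mSat it was 1.19% in TKO_L_ and 1.31% in DKO_0_ P1. In WT the same measure was 94.3% at IAPEz, 92.7% at IAP LTRs, 45.5% at L1mdT, 92.4% at mSat and 89.0% at MuERVL. The fully methylated dyads available at P5 numbered 2378 at IAPEz, 384 at L1mdT, 86 at MuERVL and 11 at IAP LTRs. The H(O)TA model itself was not refitted.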

Taken together, this points to a measurable de novo activity of Dnmt1, in particular at IAPs, that together with its canonical and highly efficient maintenance activity ensures robust methylation levels, independent of the Dnmt3s.

### Nanopore sequencing enables unique mapping and DMR calling

Approximately 40% of the mouse genome is composed of repetitive sequences, and each strain usually shows some deviation from the standard reference genome. Consequently, reads generated from short-read techniques can align to multiple loci or regions missing in the actual sequenced genome. To exclude potential sequencing or alignment artifacts, ensure our findings are not biased by ambiguous short-read alignments, or overemphasize missing sites, we utilized long-read sequencing (Oxford Nanopore Technologies). This technology detects methylation, independent of bisulfite conversion, and can readily produce reads longer than 25 kb, which allows for their precise placement in the genome, including reliable detection of genomic rearrangements and therefore accurate locus-specific methylation calling.

We sequenced the WT, TKO_L_ and DKO_0_ P15 to an average of 82× genome-wide coverage considering only uniquely aligned reads (Fig. 3a,b). In contrast to the short-read data with a high multi-mapper fraction in DMRs, we did not observe a coverage bias at DMRs versus CRs with the Nanopore data. We then utilized these long reads in two ways: first, we directly excluded all CpGs that are annotated in regions detected as a deletion in the TKO_L_ and DKO_0_ but present in the reference genome from the DMR detection (*n* = 8,210 missing regions, in total 26 Mb, excluded from the analysis). Second, we filtered the WGBS-derived DMRs for high confidence by excluding those with an average methylation difference of less than 0.05 between the DKO_0_ and TKO_L_ in the Nanopore data (*n* = 1,058 excluded DMRs, Extended Data Fig. 3c–g, Supplementary Information). This filtering strategy resulted in 1,515 remaining high-confidence DMRs with a focal gain in methylation as detected by WGBS and, if covered, Nanopore sequencing (Fig. 3c and Extended Data Fig. 3g). Given that these long reads span much larger regions, we could show the gain of methylation on single molecules across the entire length of the DMRs (Fig. 3d,e and Extended Data Fig. 3h). These measurements allowed us to increase the accuracy of our DMRs in a manner unbiased by short-read mapping ability at repetitive sequences, account for genomic differences to the reference and filter for highly methylated DMRs.

**Fig. 3:**
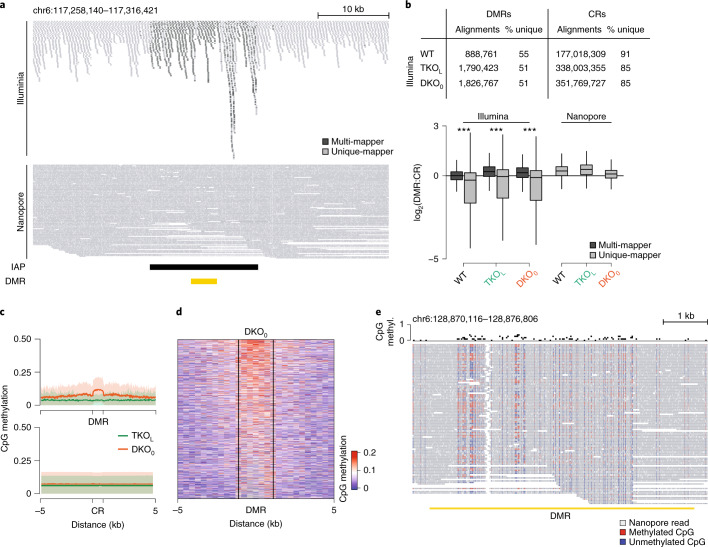
Nanopore sequencing enables high-confidence DMR calling. **a**, Genome browser tracks displaying alignments of Illumina short-read (top) and Nanopore long-read (bottom) sequencing data over a representative DMR region. Owing to the overlap of DMRs with repetitive sequences, DMRs show a local enrichment of multi-mapped Illumina short-reads (black). Conversely, Nanopore long-reads homogeneously cover the DMR using only unique mappers. **b**, Top: summary of alignment statistics of Illumina short-reads and Nanopore long-reads in DMRs and CRs. Short-read alignments show a local enrichment in multi-mappers in DMRs. Bottom: boxplots showing the distribution of DMR coverage (*n* = 2,573 DMRs) normalized to corresponding CR coverage for Illumina (left) and Nanopore (right). Removal of multi-mappers from Illumina reads significantly decreases DMR coverage compared to CR coverage (***P < 0.001, Illumina 2.2 × 10^−16^, Wilcoxon test, paired, two-sided). Nanopore sequencing depth: WT 62×, TKO_L_ 91×, and DKO_0_ 93×. For boxplots, the centerline is median; boxes, first and third quartiles; whiskers, 1.5× inter-quartile range; outlier data points are omitted. **c**, Profile plot depicting the methylation distribution measured by Nanopore sequencing over DMRs and CRs in TKO_L_ and DKO_0_. **d**, Heatmap displaying DKO_0_ methylation levels across DMRs. Nanopore sequencing-derived methylation levels at DMRs with a minimum of 10 sufficiently covered CpGs show methylation levels above background across the entire DMR. **e**, Representative genome browser track of DKO_0_ reads aligned to a DMR region. Reads span large portions of the DMR and show both methylated (red) as well as unmethylated (blue) CpGs within a single read. Source data are provided at 10.6084/m9.figshare.14555250.

### Dnmt1 requires Uhrf1 for de novo methylation

Our complementary and systematic analyses have established the in vitro and in vivo de novo methylation potential of Dnmt1, including specific targeting of DMRs enriched for IAP retrotransposons. We next sought to investigate the underlying mechanism and potential role of known Dnmt1 co-factors. Starting with Uhrf1, which is required for Dnmt1 maintenance methylation^9^, we utilized single guide (sg) RNAs with Cas9 to disrupt *Uhrf1* in the TKO_L_ background. Subsequently, Dnmt1 knockdown was reversed to derive Uhrf1 KO DKO_0_, followed by WGBS of two different clones at P7 and P15 (Fig. 4a and Extended Data Fig. 4a,b). Interestingly, none of the Uhrf1 KO DKO_0_ clones showed any detectable global or targeted methylation gain, suggesting that Uhrf1 is essential for Dnmt1’s maintenance and its de novo activity (Fig. 4b,c).

**Fig. 4:**
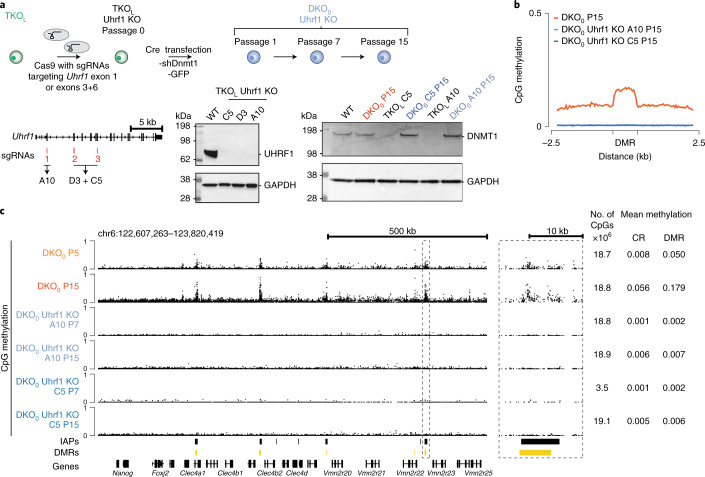
Uhrf1 is essential for Dnmt1’s de novo function. **a**, Overview of the experimental design for CRISPR-Cas-mediated Uhrf1 deletion in TKO_L_ cells and the derivation of DKO_0_ cells in the absence of Uhrf1. Targets for the sgRNAs are indicated and the names of the isolated clonal lines are shown below. Western blot analysis of UHRF1 (95 kDa) in WT ESC and *Uhrf1* KO TKO_L_ clones C5, D3 and A10 (left) and of DNMT1 (183 kDa) protein levels in the various cell lines (right). GAPDH (36 kDa) serves as the loading control. **b**, Profile plot of the methylation level over DMRs in DKO_0_ P15 compared to two Uhrf1 KO DKO_0_ clones at P15. **c**, Representative genome browser tracks of WGBS data for DKO_0_ P5 and P15 and the two Uhrf1 KO DKO_0_ clones at P7 and P15. Right: zoom-in to a representative DMR (dashed box). Total number of CpGs measured and average methylation values are shown. Source data

### H3K9me3, Trim28 and Uhrf1 overlap Dnmt1 de novo hotspots

Uhrf1 contains both a tandem Tudor domain and plant homeobox domain that act in concert to bind H3K9me3. Since H3K9me3 is known to be enriched at LTRs and to contribute to their repression in the pluripotent state, we hypothesized that it may play a role in the recruitment of Uhrf1 and Dnmt1 to DMRs^24–26^. As expected, we found our DMRs enriched for H3K9me3 in publicly available ESC chromatin immunoprecipitation sequencing (ChIP-seq) data (Extended Data Fig. 4c). 

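H3K9me3 ChIP-seq was performed in WT (V6.5), TKO_L_ and DKO_0_ cells (both J1), with 2 replicates per line. The authors aligned the reads to mm9 with BWA mem, removed duplicates with GATK and called broad peaks with MACS2, for each replicate and, in TKO_L_ and DKO_0_, again after the replicates were merged on read level. The deposited lists give each peak with its fold enrichment over the local background and the -log10 of its p- and q-value. The reads behind each list are not given in it, so depth enters only through the number of peaks. The pooled lists held 104618 peaks over 75.0 Mb in TKO_L_ and 92462 peaks over 85.3 Mb in DKO_0_. Replicate lists held 55126 and 32702 peaks in TKO_L_, 63579 and 37315 in DKO_0_, and 29440 and 25953 in WT, and the replicates of a line shared 22.6% to 32.6% of their covered length. They were compared with the 1515 high-confidence DMRs between P15 DKO_0_ and TKO_L_. A DMR was counted where at least 1 bp lay in a peak, in the pooled list for TKO_L_ and DKO_0_ and as the mean of both replicates for WT. As control, 1000 sets of regions with the lengths of the DMRs were placed at random on the same chromosomes, which gives a one-sided permutation test whose smallest p is 0.001. Many reads from repeats map to several places, as the paper notes for its short-read data, and the lists do not show how such reads were placed.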

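In DKO_0_, 1359 of the 1515 DMRs overlapped an H3K9me3 peak of the pooled list, or 89.7% (95% Wilson confidence interval 88.1 to 91.1), against 8.95% of control regions on average and 11.2% in the highest random set (permutation test, p = 0.001, the smallest possible). In TKO_L_ it was 1340 DMRs, or 88.4% (86.7 to 90.0), against 8.84% of control regions (permutation p = 0.001). The overlap was 10.0 times that of control regions in both lines, and 1321 DMRs carried a peak in both, 38 in DKO_0_ alone and 19 in TKO_L_ alone. The shares rest on merging the replicates. The list of replicate 1 alone reached 76.2% of DMRs in DKO_0_ and 70.4% in TKO_L_, and that of replicate 2 alone 55.9% and 50.2%. The mean over replicate lists was 66.0% ± 14.3 (SD, n = 2) in DKO_0_ and 60.3% ± 14.3 (SD, n = 2) in TKO_L_. The difference of 5.74 percentage points had an exact two-sided permutation p of 0.667, where 2 against 2 lists cannot give less than 0.333. Most of the spread lies between the lists numbered 1 and 2 in both lines, and the difference was 5.74 points for each number. Peaks at DMRs had a median fold enrichment, as the authors' peak caller gives it, of 5.48 in DKO_0_ and 4.90 in TKO_L_, against 2.63 and 2.89 elsewhere. Over the settings tried, the ratio of DMRs to control regions was lowest with control regions matched on CpG density, which were chosen after the data were seen, at 4.86 in DKO_0_ and 4.84 in TKO_L_. It was highest with at least 50% of the DMR length covered, at 28.4 and 32.0. The paper had set out from the hypothesis that H3K9me3, which Uhrf1 binds, takes part in recruiting Uhrf1 and Dnmt1 to DMRs.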

We further validated the enrichment of H3K9me3 by performing ChIP-seq in the TKO_L_ and DKO_0_ cells and found that 88% and 90% of the DMRs overlap with H3K9me3 peaks, respectively (Extended Data Fig. 4d,e). Moreover, H3K9me3 peaks tend to be more methylated than other regions, suggesting that H3K9me3 may influence Dnmt1’s recruitment or activity at DMR regions (Extended Data Fig. 4f).

Next, we integrated a FLAG tag at the endogenous *Uhrf1* locus and performed ChIPmentation (Fig. 5a, Extended Data Fig. 5a and Supplementary Table 1). 

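ChIPmentation is a chromatin immunoprecipitation in which Tn5 transposase adds the sequencing adapters to the bound chromatin. Here the FLAG antibody recovered Uhrf1 from cells with a 3xFLAG tag on both alleles of the endogenous gene, in WT V6.5, TKO_L_ and DKO_0_ lines with 2 replicates each. Alignment, duplicate removal and peak calling by the authors followed the H3K9me3 data. The pooled lists held 40754 peaks over 8.65 Mb in TKO_L_ and 30516 peaks over 6.60 Mb in DKO_0_, with median peak lengths of 166 and 168 bp. The replicate lists held 17444 and 14815 peaks in TKO_L_, 11440 and 11488 in DKO_0_, and 30134 and 49156 in WT. Replicates of a line shared 19.3% of their covered length in DKO_0_, 16.7% in TKO_L_ and 17.4% in WT. WT lists shared at most 5.94% of their covered length with a list of another line. Line, strain and tagged clone differ together between WT and the other lines. The input libraries were not used here.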

Uhrf1 enrichment was observed over DMRs in DKO_0_, TKO_L_ and WT cells (Extended Data Fig. 5b). 

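Uhrf1 peaks of the pooled lists overlapped 603 of the 1515 DMRs in DKO_0_, or 39.8% (95% Wilson confidence interval 37.4 to 42.3), and 674 DMRs in TKO_L_, or 44.5% (42.0 to 47.0). Control regions overlapped them in 3.20% and 4.26% of cases, so that the shares at DMRs were 12.5 and 10.5 times higher (permutation test, p = 0.001 for each, the smallest possible), and 3.92 and 5.38 times higher than in regions matched on CpG density, a control added after the data were seen. In WT, with no pooled list used, the mean over replicate lists was 56.6% ± 5.88 (SD, n = 2) against 3.98% of control regions (permutation test, p = 0.001 per list). Both lines carried a peak at 537 DMRs, with 66 in DKO_0_ alone and 137 in TKO_L_ alone. Replicate lists of DKO_0_ covered 25.9% and 17.9% of DMRs and those of TKO_L_ 31.7% and 22.2%, each below its pooled list by more than 1.25 times. On these lists, DKO_0_ had a share of DMRs lower than TKO_L_ by 5.08 points, with a pooled SD of 6.23 points (exact permutation test, two-sided, p = 0.667). This difference changed direction, to 1.75 points, when each list was limited to the same number of peaks. With each list limited to the same number of peaks, the mean share in WT was 40.9%, above the replicate lists of the other lines at their full size, but strain and tagged clone differ as well. Uhrf1 peaks at DMRs were little higher than elsewhere, with median fold enrichments of 2.72 against 2.59 in DKO_0_ and 2.86 against 2.82 in TKO_L_.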

Of note, Dnmt1 has been reported to recognize Uhrf1, H3K18/23 ubiquitin (which is catalyzed by Uhrf1) and potentially dual-modified H3K9me3 and H3K18/23 ubiquitin. Therefore, one may speculate that the presence of H3K9me3 and Uhrf1 at DMRs could increase Dnmt1 activity or recruitment^11,27,28^.

**Fig. 5:**
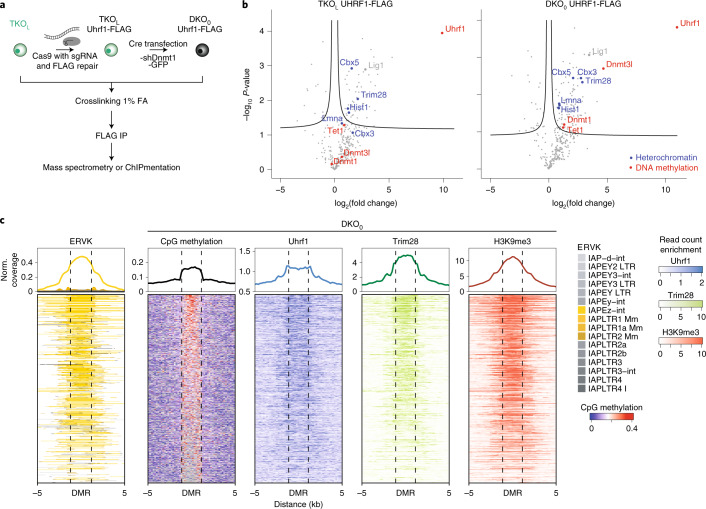
Dnmt1 de novo targets are enriched for Uhrf1, H3K9me3 and Trim28. **a**, Simplified schematic of the experimental design for generating Uhrf1-FLAG-tagged TKO_L_ and DKO_0_ cell lines and their analysis by MS and ChIPmentation. **b**, Volcano plot of interacting proteins acquired by rapid immunoprecipitation MS in both DKO_0_ and TKO_L_ cells using Uhrf1-FLAG as bait. Known Uhrf1 interactors such as Lig1, heterochromatin- and DNA methylation–associated proteins are indicated. Detailed results are listed in Supplementary Table 3. **c**, Integrative visualization of DMR loci and the chromatin environment. The signal is displayed as noise-subtracted read enrichment for pooled replicates. *n* = 2 ChIP-seq samples per condition.

To uncover other potential interaction partners involved in Uhrf1-dependent Dnmt1 de novo activity, we performed rapid immunoprecipitation mass spectrometry (MS) (Fig. 5a and Supplementary Table 3)^29^. Uhrf1 represented the most enriched protein relative to a non-FLAG-tagged DKO_0_ control, and known interacting partners like Lig1 were highly enriched, indicating a successful immunoprecipitation (Fig. 5b and Extended Data Fig. 5c)^30^. Gene ontology analysis of enriched proteins highlights terms associating with heterochromatin and the replication fork, another site of Uhrf1 recruitment (Extended Data Fig. 5d)^31^. As expected, Dnmt1 is enriched following Uhrf1 pulldown, confirming that these two proteins interact in the DKO_0_ cells. Furthermore, we also observed enrichment of Trim28, a heterochromatin scaffolding protein that is recruited to retrotransposons through zinc finger proteins, which is mechanistically interesting as it could potentially explain the enhanced Dnmt1 de novo activity at retrotransposons^32^. Interestingly, even in the absence of Dnmts or DNA methylation in TKO_L_ cells, Uhrf1 and TRIM28 enrich at DMRs and co-localize with proteins involved in repressive chromatin conformation like Cbx3, Cbx5 and the Hist1 family (Extended Data Fig. 5e).

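Trim28 ChIP-seq was performed in the same 3 lines, with 2 replicates each and peaks called as for H3K9me3. The pooled lists held 56161 peaks over 32.8 Mb in TKO_L_ and 62621 peaks over 28.7 Mb in DKO_0_. Replicate lists held 31921 and 16960 peaks in TKO_L_, 18502 and 15995 in DKO_0_, and 25716 and 17501 in WT. In TKO_L_, 985 of the 1515 DMRs overlapped a Trim28 peak, or 65.0% (95% Wilson confidence interval 62.6 to 67.4), which was 12.7 times the 5.14% of control regions (permutation test, p = 0.001, the smallest possible). In DKO_0_ it was 875 DMRs, or 57.8% (55.3 to 60.2), which was 11.2 times the 5.16% of control regions (permutation p = 0.001). With control regions matched on CpG density, added after the data were seen, these ratios were 4.31 and 4.38. Replicate lists reached 53.7% and 42.9% in TKO_L_ and 45.1% and 43.5% in DKO_0_. The share in DKO_0_ was thus lower by a mean of 4.03 points, within the pooled SD of 5.47 points (exact permutation test, two-sided, p = 1), and by 0.330 points when each list was limited to the same number of peaks. Trim28 peaks lay at 849 DMRs in both lines, at 136 in TKO_L_ alone and at 26 in DKO_0_ alone. Their median fold enrichment at DMRs was 5.12 in TKO_L_ and 6.65 in DKO_0_, against 3.18 and 3.91 elsewhere. Proteins that co-purified with Uhrf1 were measured by MS, which was not analysed here.

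**Figure D3:**
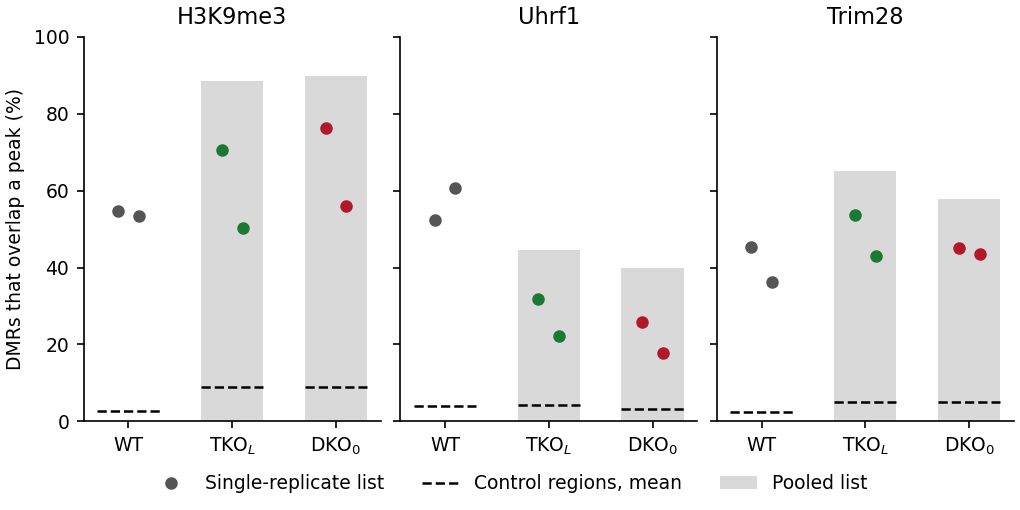
Percentage of the 1515 DMRs that overlap a peak of H3K9me3, Uhrf1 or Trim28 in WT, TKO_L_ and DKO_0_. Bars are pooled lists, points are lists of single replicates and dashed lines are the mean of 1000 random sets of control regions; every list lies above its control regions, the lowest being a Uhrf1 list of DKO_0_ at 17.9%.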

Although still speculative based on our current data, the enrichment of Trim28 and deposition of H3K9me3 at the DMRs may provide an interaction scaffold for Uhrf1, which in turn could serve to recruit or activate Dnmt1 at these regions to facilitate its targeted de novo activity at IAPEz-ints (Fig. 5c).

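All 3 marks were present at 657 DMRs in TKO_L_, or 43.4% (95% Wilson confidence interval 40.9 to 45.9), and at 575 DMRs in DKO_0_, or 38.0% (35.5 to 40.4). Among control regions it was 1.10% and 0.815%, so that the shares were 39.6 and 46.6 times higher (permutation test, p = 0.001 for each, the smallest possible). Against control regions matched on CpG density, chosen after the data were seen, they were 7.85 and 7.70 times higher. The shares depend on the rule of overlap. With a peak required in both replicates they were 14.2% in TKO_L_ and 11.8% in DKO_0_. With a -log10 q-value of at least 5 they were 6.47% and 6.67%, each still above control regions. In DKO_0_, the Uhrf1 data may come from another passage than those of H3K9me3 and Trim28. Uhrf1 without H3K9me3 was found at 4 DMRs in TKO_L_ and 1 DMR in DKO_0_. H3K9me3 was the only mark at 345 and 463 DMRs, and 168 and 149 DMRs had no peak of any mark. H3K9me3 peaks lay over the centre of 73.6% of DMRs in TKO_L_ and 77.8% in DKO_0_, and over the positions 5 kb outside their edges in 13.5% and 16.3%. For Trim28 these values were 44.4% and 35.5% at the centre and 4.09% and 3.37% at 5 kb. For Uhrf1 they were 5.08% and 5.15% at the centre and 0.660% in both lines at 5 kb, since Uhrf1 peaks cover only a small part of a DMR. The paper puts forward, as still speculative, that Trim28 and H3K9me3 at DMRs may provide a scaffold for Uhrf1, which could recruit or activate Dnmt1 there.

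**Figure D4:**
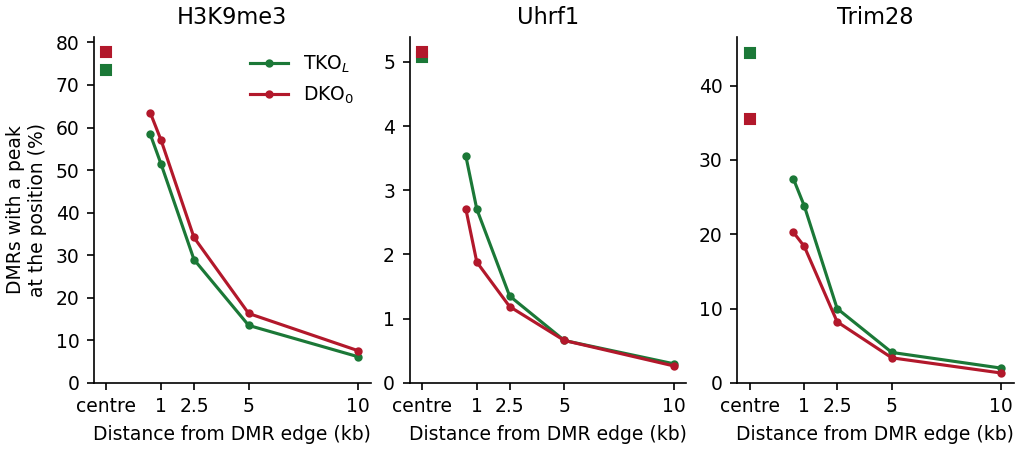
Percentage of DMRs with a peak of the pooled list at their centre (squares) and at fixed distances outside their edges (lines, in kb), for each mark in TKO_L_ and DKO_0_. The vertical axes differ between marks; each line falls with distance, for H3K9me3 in TKO_L_ from 73.6% at the centre to 13.5% at 5 kb.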

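The window of Fig. 2g on chromosome 6 of mm9 holds 5 high-confidence DMRs, which were placed with the GENCODE annotation of that build. All 5 carried H3K9me3 peaks in the pooled lists of both lines. DMR_2136, from 122907501 to 122912500, lies in an intron of the protein-coding gene Clec4a3 and holds 119 CpGs. H3K9me3 peaks covered 100% of it in both lines, with a highest fold enrichment of 14.1 in TKO_L_ and 11.1 in DKO_0_. Trim28 peaks covered 98.8% in TKO_L_ and 79.2% in DKO_0_, and Uhrf1 peaks 8.66% and 24.3%. The Uhrf1 peaks at DMR_2136 appeared in 4 of the 8 lists of that mark, namely the pooled lists and those of WT. No single-replicate list of TKO_L_ or DKO_0_ held one. DMR_2137, from 123107001 to 123112000, lies between genes, 10911 bp from the protein-coding gene Clec4b2. DMR_2138, from 123318001 to 123319250, lies 16030 bp from Vmn2r20, and DMR_2140, from 123627001 to 123633000, lies 19839 bp from Vmn2r23. In the pooled lists, H3K9me3 and Trim28 peaks were present at these 3 DMRs in both lines, and Uhrf1 peaks in both lines except at DMR_2138 in TKO_L_. At DMR_2138, 3 of the 8 Uhrf1 lists held a peak, namely the pooled list of DKO_0_ and those of WT. DMR_2139, from 123596751 to 123597750, lies in an intron of Vmn2r22 and had no Trim28 peak in either line. In the pooled lists it was covered by H3K9me3 peaks with fold enrichments of 3.41 in TKO_L_ and 3.79 in DKO_0_. A Uhrf1 peak was there in the pooled list of DKO_0_ only. Of the 8 lists per mark, 4 held an H3K9me3 peak at DMR_2139, namely both pooled lists, 1 of WT and 1 other replicate. A Uhrf1 peak was held by 2 of 8.

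**Figure D5:**
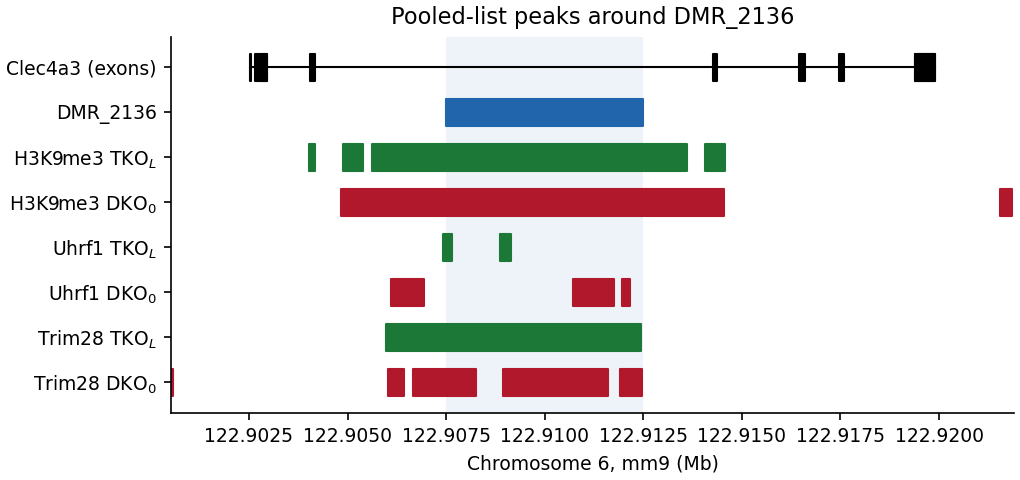
Map of the gene Clec4a3 on chromosome 6 of mm9 (axis in Mb) with its exons, DMR_2136 and the pooled-list peaks of H3K9me3, Uhrf1 and Trim28 in TKO_L_ and DKO_0_. The shaded DMR lies between exons and is covered to 100% by H3K9me3 peaks in both lines, while Uhrf1 peaks cover 8.66% of it in TKO_L_ and 24.3% in DKO_0_. No single-replicate list of these lines holds a Uhrf1 peak in the DMR.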

### Dnmt1 de novo methylation correlates with repression

Next, we wanted to investigate whether the observed Dnmt1 de novo activity is sufficient to repress IAPEz-ints, which would indicate functional relevance. Previous work has shown that IAPs remain largely repressed in methylation-deficient pluripotent cells but not somatic cells^33–35^. Thus, we derived day 10 embryoid bodies (EBs) from WT, TKO_L_ and P5, P15 and P25 DKO_0_ cells and performed RNA fluorescence in situ hybridization (RNA-FISH) to visualize IAP expression using probes targeting the IAPEz-int specific gag sequence (Extended Data Fig. 6a and Supplementary Table 1). As expected, WT EBs do not show IAP expression, while the lack of methylation in the TKO_L_ EBs resulted in a high proportion of cells that showed de-repression of IAPEz-ints (Fig. 6a). Interestingly, the reversal of the knockdown and the subsequent Dnmt1-induced de novo gain of methylation in the ESCs, specifically at IAPEz-ints, is linked to a notable reduction in IAP expression in the derived EBs (Fig. 6a and Extended Data Fig. 6b).

**Fig. 6:**
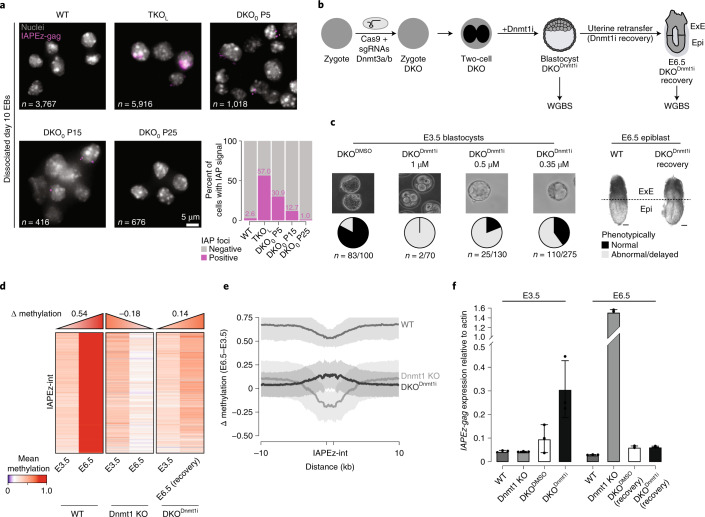
Dnmt1 de novo methylation and its effects in the early embryo. **a**, Representative images of IAPEz-gag expression assayed by RNA-FISH in dissociated EBs after 10 days of differentiation from WT, TKO_L_ and DKO_0_ cells. *n* = total counted nuclei. IAPEz-gag-positive cells out of total counted nuclei: WT 99/3,767; TKO_L_ 3,374/5,916; DKO_0_ P5 315/1,018; DKO_0_ P15 53/416; DKO_0_ P25 7/676. **b**, Experimental design for the generation of zygotic Dnmt3a/b DKO embryos and subsequent Dnmt1i (GSK3484862) treatment (from the two-cell stage until day E3.5 blastocyst) and retransfer for in vivo post-inhibitor recovery until E6.5. WGBS sample collections are indicated and include E3.5 (*n* = 8 WT, 12 Dnmt1 KO, 20 DKO, 8 DKO^DMSO^, 8 DKO^Dnmt1i^ embryos) and E6.5 (*n* = 3 epiblast samples). Epi, epiblast; ExE, extraembryonic ectoderm. **c**, Morphological and viability assessment of DKO^Dnmt1i^ E3.5 blastocysts. Left: representative images of DKO blastocysts treated with DMSO or different concentrations of Dnmt1i from the two-cell stage until day E3.5. Pie charts show the proportions of normal and delayed/abnormal blastocysts. *n* = number of normal blastocysts/total number of DKO 2-cell embryos included in each treatment. Right: representative images of WT and Dnmt1i-treated E6.5 embryos. Scale bars, 100 µm. **d**, Heatmap representation of mean methylation over IAPEz-int (*n* = 5,362) in the respective E3.5 blastocyst samples compared with E6.5 epiblasts. **e**, Profile plot of methylation changes between an E3.5 blastocyst and E6.5 epiblast. Shaded area represents standard deviation. **f**, RT-PCR quantification of *IAPEz-gag* expression relative to β-actin in WT, Dnmt1 KO, DKO^DMSO^ and DKO^Dnmt1i^ in E3.5 and retransferred E6.5 embryos. *n* = 3 replicates, with a single replicate consisting of a pool of 10 blastocysts from multiple mice or one E6.5 epiblast. Bars, mean; error bars, standard deviation. Quantification for **f** is provided in Supplementary Table 4. Additional source data can be found at 10.6084/m9.figshare.14555250.

### Dnmt1 de novo methylation of IAPEz-ints occurs in vivo

Finally, to return to a refined assessment of the Dnmt1 de novo activity in vivo, we generated zygotic knockouts of Dnmt1 and Dnmt3a/3b. We then treated the Dnmt3a/3b DKO with a non-covalent Dnmt1-specific inhibitor (GSK3484862) until the blastocyst stage (DKO^Dnmt1i^) and collected retransferred embryos for all conditions at E6.5. The inhibitor treatment was designed to transiently block Dnmt1 and reduce global DNA-methylation levels as much as possible without compromising viability, to facilitate the measurement of Dnmt1 activity globally and at IAPEz-ints (Fig. 6b,c). Treatment at a concentration of 0.35 μM still yielded 40% phenotypically normal blastocysts at E3.5. These were able to develop into morphologically normal E6.5 embryos, while higher concentrations resulted in defects at E3.5, such as reduced growth and impaired survival or failure to produce any viable E6.5 embryos (Fig. 6c). We then performed WGBS on WT, DMSO-treated control and DKO^Dnmt1i^ E3.5 blastocysts as well as DKO^Dnmt1i^ E6.5 epiblasts to evaluate the ability and extent of Dnmt1 de novo activity in this context. Comparing IAPEz-int and global methylation at E3.5 confirms the effect of Dnmt1 inhibitor treatment (Extended Data Fig. 6c). Although the lowly methylated global landscape at E3.5 showed comparable methylation levels in Dnmt3a/3b DKO and inhibitor-treated embryos, we observed a more substantial loss of methylation at IAPEz-ints in the latter. Intriguingly, a comparison of the DKO^Dnmt1i^ E3.5 to E6.5 recovery landscape showed a notable gain of methylation at IAPEz-ints (0.320 to 0.456 average methylation; Fig. 6d,e and Extended Data Fig. 6d,e). Read-level methylation analysis of Dnmt1 KO comparing E3.5 to E6.5 shows a gain of completely unmethylated reads in the Dnmt1 KO, in line with its perceived maintenance role. By contrast, the WT and DKO^Dnmt1i^ recovery both show an increase in read-level methylation with the number of reads containing some methylation in the recovery reaching a large proportion of WT levels (Extended Data Fig. 6f).

To determine the effect of the Dnmt1-induced focal gain of methylation at IAPEz-int, we analyzed IAPEz-gag expression in the different conditions (Fig. 6f, Extended Data Fig. 6g and Supplementary Table 4). In the E3.5 embryos, no considerable expression of IAPEz-gag could be detected in the WT or Dnmt1 KO embryos. We observed minimal de-repression in the Dnmt3a/3b DKO DMSO and much higher expression in the DKO^Dnmt1i^ E3.5 embryos, matching the more pronounced methylation difference (Fig. 6d–f). When comparing the E6.5 epiblasts, we could validate the increased expression of IAPEz-gag in the Dnmt1 KO, as previously shown^3,4^, and the persistent repression in WT embryos. Most strikingly, in concordance with the gain of methylation in the E6.5 DKO^Dnmt1i^ compared to E3.5 DKO^Dnmt1i^, we observed a reduction in *IAPEz-gag* expression, which is maintained at E8.5 (Fig. 6d–f and Extended Data Fig. 6h). This further supports the notion that Dnmt1 catalyzes de novo methylation during embryonic development and specifically at IAPEz-ints.

## Discussion

Dnmt1 is historically defined as the maintenance methyltransferase, and that description seems largely appropriate given its strong preference for a hemimethylated substrate. Further supporting this classification is the substantial loss of global methylation in *Dnmt1* knockouts and the highly discordant pattern of the remaining methylation. The latter suggests that, in the absence of Dnmt1, methylation is continuously added de novo by Dnmt3s, but then generally not maintained. As stated above, it has been noted that Dnmt1 has a much lower but potentially present de novo activity. However, to what degree and the role it might play in development had not been addressed so far. Our study adds two critical insights, along with several mechanistic details, to these questions. First, Dnmt1 in cells and the developing embryo can globally add methyl groups through a non-canonical de novo function. Second, this activity is specifically targeted to a sub-family of LTR retrotransposons and enables substantially higher methylation than background levels. Mechanistically, we establish that Dnmt1 is also dependent on its co-factor Uhrf1 for de novo activity and shows an association with H3K9me3- and TRIM28-enriched genomic regions. Although further study is needed, zinc finger proteins are known to recruit TRIM28 to ERV retrotransposons, which could serve to enrich both Uhrf1 and H3K9 tri-methyltransferases like Setdb1 at these regions^36^. Uhrf1 binding to Trim28 or H3K9me3 at the IAPs could then potentially increase the retention time of Dnmt1 at these locations, allowing for increased de novo and maintenance activity. Moreover, it provides a pathway for Uhrf1 recruitment independent of hemimethylated DNA. In the post-replication maintenance scenario, Uhrf1 would normally recognize the methylated strand and Dnmt1 the unmethylated to transfer the methyl group^9^.

How did this evolve and is it functionally relevant? The evolutionary origins of this activity will require further investigation. Still, we can speculate that, during specific periods such as in early primordial germ cells (PGCs), where Dnmt3s are downregulated, a combined de novo and maintenance function would appear to be of utility. Moreover, after implantation, the repressive mechanism for retrotransposon silencing becomes DNA-methylation-dependent, creating additional urgency to stably maintain high DNA-methylation levels at these sites.

One of our study’s main goals was to demonstrate that the observed de novo activity is indeed the result of Dnmt1, which we have done using a range of genetic tools. There are three additional known Dnmts—Dnmt2, Dnmt3c and Dnmt3l—that are worth briefly discussing^37^. Dnmt2 has been reported to catalyze transfer RNA methylation, and no discernible DNA-methylation activity was present in the TKO_L_ or TKO cells, excluding it as a potential factor in the DKO_0_ gain^38^. Dnmt3c is not normally expressed in ESCs and, even if it were present at low levels, its activity has no detectable effect based on our TKO_L_ or TKO cells (Extended Data Fig. 7a). A recently published study reported Dnmt3c activity upon a Dnmt3b deletion, which we confirmed creates a new fusion transcript and is therefore not generally present in ESCs but rather specific to that study (Extended Data Fig. 7b)^19^. Finally, Dnmt3l has no catalytic activity and is present in all ESC lines, again with no measurable impact. As no additional DNA methyltransferases are known at present, it leaves Dnmt1 as the sole possible catalytic enzyme responsible for our measured de novo gain in DKO_0_ or even more so in TKO cells rescued with ectopic, catalytically active Dnmt1.

In summary, we show that Dnmt1 has both de novo and maintenance activity directed towards IAP retrotransposons and may thereby contribute to their stable silencing in early development and possibly other contexts. Our insights highlight that even the well-established DNA-methylation field continues to evolve, and some classifications may need to be revisited as tools and knowledge expand.

## Methods

### Cell culture

J1 and KH2 mouse ESCs were acquired at the time of creation^22,39^ and V6.5 mouse ESCs were obtained from Konrad Hochedlinger. All lines tested negative for mycoplasma and were cultured in knockout DMEM medium (Gibco) containing 15% FBS, 1% penicillin/streptomycin, 1% glutamine, 1% non-essential amino acids (NEAA) and 10^5^ U leukemia inhibitory factor (LIF)^39^. For ESC maintenance, dishes were coated with 0.2% gelatin, and mitomycin-C-treated CD1 mouse embryonic fibroblasts (MEFs) were plated as a confluent layer of feeder cells. ESCs were seeded at a density of 50,000 cells per well of a six-well plate and were split every three days. All cell lines are available upon reasonable request.

### DKO_0_ cell line generation

DKO_0_ ESCs were generated by transiently transfecting clonal TKO_L_ ESCs^21,22^ with Cre recombinase (Addgene 24593) using the Amaxa 4D nucleofector X-Unit (Lonza) to remove the shRNA-GFP (GFP, green fluorescent protein) construct, followed by sorting for GFP-negative cells.

### TKO cell line generation

To generate Dnmt TKO ESCs, WT KH2 cells were initially transfected with px458 containing sgRNAs targeting the highly conserved PC motif in the catalytic domains of Dnmt3a and Dnmt3b. The resulting KH2 DKO cells were then transfected with px458 containing Dnmt1-specific sgRNAs to create TKO cells. The cells were transfected using the Amaxa 4D nucleofector X-Unit (Lonza) according to the manufacturer’s guidelines. Knockouts were verified by genotyping, western blot and quantitative PCR (qPCR).

### Uhrf1 FLAG line generation

To generate endogenous Uhrf1-3xFLAG cells, a gRNA ‘Uhrf1_FLAG_sg’ was cloned into pU6-(BbsI) CBh-Cas9-T2A-mCherry (Supplementary Table 1). WT V6.5 and TKO_L_ J1 ESCs were transfected with 10 μg of pU6-(BbsI) CBh-Cas9-T2A-mCherry-sgUhrf1, 10 µg donor plasmid coding for C-terminal homology arms and a 3xFLAG-Tag with a GS-linker (Ct_UHRF1_GGGGS2_3xFlag) using FuGENE and fluorescence-activated cell sorted (FACS) for mCherry-positive cells 48 h post-transfection. After several days of culture, individual colonies were picked, expanded and screened through PCR. The expression level of confirmed homozygous tagged Uhrf1 in isolated clones was assessed by western blot.

### Uhrf1 KO line generation

TKO_L_ ESCs were transfected with px330-mCherry containing sgRNAs targeting exon 1 or exons 3 and 6 of Uhrf1 (Supplementary Table 1). mCherry-positive cells were selected via FACS after 48 h. After replating and expansion, several clones were picked and propagated individually. These were screened by PCR and western blot.

### Dnmt1 piggybac plasmid construction

The coding sequence for V5-Dnmt1 was PCR-amplified from a synthesized codon-optimized Dnmt1 construct and introduced into pENTR4-V5 by Gibson assembly (Supplementary Table 1). Plasmids were isolated from transformed bacteria (One Shot ccdB Survival 2 T1R, Invitrogen) and the correct sequence of the constructs was confirmed by Sanger sequencing. The V5-Dnmt1 sequence was then cloned into the Piggybac expression vector pPB mCherry-3XFLAG-attR v2 (a modified version of plasmid SPB-007 (Transposagen) containing an mCherry-3XFLAG sequence followed by a ccdB and chloramphenicol resistance cassette flanked by attR sites) using LR clonase II (Clonase Gateway LR Clonase II enzyme mix, Invitrogen) according to the manufacturer’s recommendations. Plasmids were isolated from transformed bacteria (DH5α; Meissner Lab) and the correct sequence of the constructs was confirmed by Sanger sequencing.

### Dnmt1 rescue experiment

KH2 TKO cells were transfected with Dnmt1 piggyBac using the FuGENE HD transfection reagent (Promega) according to the manufacturer’s instructions. The KH2 TKO cells had been cultivated for 21 passages after the Dnmt1 KO. Cells were transfected in culture medium without antibiotics. After overnight incubation, the medium was replaced with standard culture medium. Successful transfection was assessed by FACS two days post-transfection and positive cells were placed back into culture for expansion. The integration of the construct was evaluated by FACS and numbers of integrations were quantified by qPCR. Positive clones were expanded and expression levels of the construct were confirmed by western blot (ab87654, Abcam) and RT–qPCR.

### Bisulfite amplicon sequencing

gDNA (500 ng) was subjected to bisulfite conversion using the EZ DNA Methylation-Gold kit according to the manufacturer’s instructions (Zymo). This was separated into four PCR reactions amplified for 15 cycles with IAPEz bisulfite primers using TaKaRa EpiTaq HS (Takara; Supplementary Table 1). The four reactions were purified and pooled using minElute columns (Qiagen) then subjected to end repair and A-tailing (NEB ultra II end prep), after which Illumina adapters were ligated (NEB adapter, NEB ultra II ligation module). The resulting adapter ligated fragments were purified using 0.85 volumes of Ampure beads (Beckmann Coulter). The resulting eluate was used in a PCR reaction with indexed Illumina PCR primers (NEBNext Multiplex Oligos for Illumina Index Primers Set 1). A double-sided Ampure bead purification was performed (0.65 then 0.85) and finished libraries were pooled then sequenced in paired-end 150 mode on a NovaSeq 6000 system.

### Oxford Nanopore library construction

Genomic DNA was isolated from 16 million cells using the GeneJET Genomic DNA extraction kit (Thermo). Two reactions of 7 μg gDNA were then end-repaired and a-tailed using Ultra II End-prep enzyme mix (NEB) according to the manufacturer’s recommendations. Adapter mix AMX1D (Oxford Nanopore) and Quick ligation mix (NEB) were added and the reaction was incubated at room temperature for 30 min. Adapter-ligated gDNA was then purified using Ampure XP magnetic beads (Beckman Coulter) at a bead-to-sample ratio of 0.5:1. Before elution, the beads were washed twice with ABB buffer (Oxford Nanopore) then incubated with Nanopore elution buffer (Oxford Nanopore) for 15 min at 37 °C. The finished library was added to running buffer (RBF) and library loading beads (LLB) (Oxford Nanopore) then loaded onto a flow cell.

### Hairpin bisulfite sequencing of repetitive elements

Hairpin bisulfite sequencing was performed according to ref. ^16^. Briefly, 200 ng of genomic DNA was digested with 10 U of BsaWI (NEB), DdeI (NEB), Eco47I (Thermo Fisher Scientific) or MspI (Thermo Fisher Scientific), incubated for 16 h at 60 °C (BsaWI) or 37 °C (DdeI, Eco47I and MspI) and afterwards heat-inactivated. Endonuclease-specific hairpin-linker (50 pmol) was ligated in a 20-µl reaction at 16 °C for 3 h. Bisulfite conversion was carried out using Zymo’s EZ DNA Methylation-Gold kit according to the manufacturer’s instructions. Bisulfite-treated hairpin-DNA was eluted in 20 µl of elution buffer. PCR was performed in 30-µl reactions with 2 µl of hairpin-bisulfite template and 37 PCR cycles using HotFirePol DNA polymerase (Solis BioDyne) or HotStarTaq DNA polymerase (Qiagen). PCR products were purified from a 1.2% agarose gel using Avegene’s GenepHlow Gel/PCR kit according to the manufacturer’s instructions and eluted in 20 µl 0.1× TE buffer. Amplicons were indexed in a 50-µl PCR using specific TruSeq indices and six PCR cycles. Index PCRs were purified with 1.1× AMPure XP beads (Beckman Coulter). Amplicons were sequenced on an Illumina MiSeq in a 2 × 250-bp sequencing mode.

### MeDIP library construction

The method was adapted from ref. ^40^. Briefly, DNA was extracted from 5 × 10^5^ to 1 × 10^6^ ESCs using phenol-chloroform-isoamyl alcohol (Thermo) extraction, then 500 ng of purified DNA was subjected to sonication on a Covaris S220 sonicator (10% duty cycle, intensity 5, 200 cycles per burst, six 1-min cycles). After sonication, fragmented DNA was end-repaired and A-tailed using an Ultra II End Repair/dA-Tailing module (NEB), then adapters (Broad Institute, single index P7) were ligated using Blunt/TA Ligase Master Mix (NEB). Both protocols were carried out as recommended by the manufacturer. A MagMeDIP kit (Diagenode) was used for precipitation and wash steps according to the manufacturer’s recommendations. Libraries were PCR-amplified with universal primers to add the P7/P5 graft sites using Phusion High-Fidelity PCR Master Mix with HF buffer (NEB), then size-selected between 200 and 700 bp on E-gel agarose gels 2% (Thermo). DNA was purified using a MinElute gel extraction kit (Qiagen). Purified DNA was quantified using Bioanalyzer HS DNA (Agilent) and qBit HS dsDNA (Thermo) kits then sequenced on a HiSeq 4000 system.

### Chromatin immunoprecipitation sequencing

Five (histone) or 25 (Trim28) million cells were crosslinked with 1% methanol-free formaldehyde (FA) (Thermo) for 5 or 8 min, respectively, at room temperature. Glycine was added to a final concentration of 125 mM and mixed for 5 min at room temperature. Crosslinked cells were washed with DPBS twice then spun down for 3 min at 15,000*g*. The cells were then incubated with 500 µl of cell lysis buffer (20 mM Tris-HCl pH 8.0, 85 mM KCl, 0.5% NP40) for 10 min on ice then spun down for 3 min at 2,500*g*. The supernatant was removed and the cell pellet was resuspended in 500 µl of nuclear lysis buffer (10 mM Tris-HCl, pH 7.5, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS) then incubated for 10 min on ice. The volume was increased to 1 ml using nuclei lysis buffer then sonicated on a Covaris E220 Evolution sonicator (peak incident power (PIP), 140.0; duty factor, 5.0; cycles per burst, 200; 10 min). After sonication, chromatin was spun down at 15,000*g* for 10 min to pellet insoluble material. The volume was increased to 1.5 ml with chip dilution buffer (0.01% SDS, 1.1% Triton X-100,1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.1, 167 mM NaCl) and 2 µg of H3K4me3 antibody (Abcam, ab8580), H3K36me3 (Active Motif, 61101), H3K9me3 (Abcam, ab8898) or Trim28 (Abcam, ab22553) were added. The immunoprecipitation mixture was allowed to rotate overnight at 4 °C. Next day, 40 µl of Protein A/G Dynabeads (Thermo, 10001D) was added to the immunoprecipitation mixture and allowed to rotate for 4 h at 4 °C. This was followed by two washes of each of the following: low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl); high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris, pH 8.1, 500 mM NaCl); LiCl wash buffer (0.25 M LiCl, 1% NP40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.1) and TE buffer pH 8.0 (10 mM Tris-HCl, pH 8.0, 1 mM EDTA pH 8.0). DNA was eluted twice using 50 µl of elution buffer (0.5–1% SDS and 0.1 M NaHCO_3_) at 65 °C for 15 min. A 16-µl volume of reverse crosslinking salt mixture (250 mM Tris-HCl, pH 6.5, 62.5 mM EDTA pH 8.0, 1.25 M NaCl, 5 mg ml^−1^ Proteinase K) was added, and samples were allowed to incubate at 65 °C overnight. For library preparation, DNA was purified using AMPure XP beads (Beckman Coulter) and treated with DNase-free RNase (Roche) for 30 min at 37 °C. DNA libraries were then end-repaired and A-tailed using an Ultra II End Repair/dA-Tailing module (NEB) and adapters (Broad Institute, single index P7) were ligated using Blunt/TA Ligase Master Mix (NEB). Next, libraries were PCR-amplified using Pfu Ultra II Fusion High-fidelity DNA polymerase (Agilent) then size-selected on a gel for fragments between 200 and 1,000 bp.

### ChIPmentation

Cells were washed once with PBS and fixed with 1% methanol-free formaldehyde (Thermo) for 10 min at room temperature with rotation. The formaldehyde was quenched with 125 mM glycine for 5 min at room temperature. Cells were spun at 500*g* for 10 min at 4 °C and washed twice with ice-cold PBS supplemented with Protease Inhibitor cOmplete. Subsequent work was performed on ice and with buffers cooled to 4 °C. The pellet was lysed in L3B buffer (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% *N*-lauroylsarcosine, 1× protease inhibitors) and sonicated in a 130 µl milliTUBE in a Covaris E220 for 7 min until most of the fragments were 200–700 base pairs long (settings: duty cycle, 5%; peak incident power, 140 W; cycles per burst, 200). Lysates were supplemented with 1% Triton X-100 and centrifuged at full speed for 5 min at 4 °C, and the supernatant containing the sonicated chromatin was transferred to a new tube. In parallel, Protein G magnetic beads (Invitrogen) were blocked and conjugated to an antibody by washing them twice in PBS with 0.5% BSA and resuspended in 200 μl of PBS with 0.5% BSA per immunoprecipitation. Anti-Flag (1 μg, Millipore/Sigma F1804) was added and bound to the beads by rotating for >1 h at room temperature. Blocked antibody-conjugated magnetic beads were added to the tube containing the chromatin and incubated overnight at 4 °C. The beads were then washed twice with each of the following: TFWBI (20 mM Tris-HCl/pH 7.4, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA), TF-WBIII (250 mM LiCl, 1% Triton X-100, 0.7% sodium deoxycholate, 10 mM Tris-HCl/pH 8, 1 mM EDTA) and 10 mM Tris-HCl pH 8. Beads were resuspended in 24 μl of tagmentation buffer and 1 μl of Tn5 transposase (Illumina 15027866, 15027865) and then incubated at 37 °C for 5 min in a thermocycler. Tagmentation reactions were removed and beads were washed twice with WBI and TET (0.2% Tween-20, 10 mM Tris-HCl/pH 8.0, 1 mM EDTA) (twice). Beads were then incubated with 70 μl of elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris-HCl pH 8.0) containing 2 μl of Proteinase K (NEB) for 1 h at 55 °C and 8 h at 65 °C to reverse crosslink, and the supernatant was transferred to a new tube. Another 30 μl of elution buffer was added to the beads and incubated with another 1 μl of Proteinase K for 1 h at 55 °C, then the eluates were combined. Finally, DNA was purified with AMPure XP beads (sample-to-beads ratio of 1:2). Relative quantitation was performed using SYBR Green as in ref. ^41^ using 2 μl of DNA. Libraries were amplified according to the *C*_q_ values obtained in the previous step (12 cycles were used), purified using AMPure XP beads and eluted in 15 μl of water^41^.

### WGBS library construction

Genomic DNA (100–200 ng) was fragmented using a Covaris S2 system for 6 min according to the following program: duty cycle, 5%; intensity, 10; cycles per burst, 200. The sheared DNA was purified using the DNA Clean and Concentrator kit from Zymo. Bisulfite conversion of DNA was then conducted using the EZ DNA Methylation-Gold kit (Zymo Research), eluting in 15 µl low TE buffer. To minimize loss during storage, bisulfite-converted DNA was immediately processed for generating WGBS libraries using the Accel-NGS Methyl-Seq DNA library kit (Swift Biosciences). All protocols were carried out according to the manufacturer’s specifications. The libraries were sequenced as 150-bp paired-end reads on an Illumina NovaSeq system.

### Co-immunoprecipitation mass spectrometry

The protocol was implemented as published in ref. ^29^. Briefly, 50 million cells were crosslinked with 1% methanol-free formaldehyde (Thermo) for 8 min, followed by quenching with 125 mM glycine for 5 min. Crosslinked cells were lysed with 10 ml lysis buffer 1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% (vol/vol) glycerol, 0.5% (vol/vol) NP40/Igepal CA-630 and 0.25% (vol/vol) Triton X-100) for 10 min at 4 °C then centrifuged to pellet the cells (5 min 2,000*g* at 4 °C). The pellet was then dissolved in 10 ml lysis buffer 2 (10 mM Tris-HCl (pH 8.0), 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA) and incubated for 10 min at 4 °C followed by another centrifugation with the same parameters. Lysis buffer 3 (1.5 ml) (10 mM Tris-HCl (pH 8.0), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% (wt/vol) sodium deoxycholate and 0.5% (vol/vol) *N*-lauroylsarcosine) was used to resuspend the pellet. The cell suspension was sonicated for 25 min on a Covaris E220 Evolution system (PIP, 140.0; duty factor, 5.0; cycles per burst, 200). Triton X (10% vol/vol) was added and the lysate was centrifuged for 10 min at 20,000*g*. Cleared lysate was removed and 10 μg of anti-Flag antibody (Supplementary Table 1) precoupled to protein G beads (Invitrogen) was added. The solution was allowed to incubate overnight and washed 10 times with RIPA buffer (50 mM HEPES (pH 7.6), 1 mM EDTA, 0.7% (wt/vol) sodium deoxycholate, 1% (vol/vol) NP40 and 0.5 M LiCl) the following day. This was followed by two washes with 100 mM ammonium bicarbonate. Proteomics sample preparation was performed according to a published protocol with minor modifications^42^. In brief, three biological replicates of DKO_0_ Uhrf1-FLAG, TKO_L_ Uhrf1-FLAG and untagged control samples were subjected to denaturing conditions and sequentially digested with LysC and trypsin (Roche). Peptide desalting was performed according to the manufacturer’s instructions (Pierce C18 Tips, Thermo Scientific). LC-MS/MS was carried out by nanoflow reverse-phase liquid chromatography (Dionex Ultimate 3000, Thermo Scientific) coupled online to a Q-Exactive HF Orbitrap mass spectrometer (Thermo Scientific), as reported previously^43^. Briefly, the LC separation was performed using a PicoFrit analytical column (75 μm (ID) × 50 cm (length), tip ID of 15 µm; New Objectives) in-house-packed with 3-µm C18 resin (Reprosil-AQ Pur, Dr. Maisch). Raw MS data were processed with MaxQuant software (v1.6.0.1) and searched against the mouse proteome database UniProtKB (UP000000589) with 22,286 entries, released in December 2018. The MaxQuant processed output files are provided in Supplementary Table 3, which shows peptide and protein identification, accession numbers, percent sequence coverage of the protein, *q*-values and label-free quantification (LFQ) intensities. The MS data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository^44^ with the dataset identifier PXD025736. For interactor identification, *t*-test-based statistics were applied on LFQ. First, the logarithms (log_2_) of the LFQ values were taken, resulting in a Gaussian distribution of the data. This allowed the imputation of missing values by a normal distribution (width, 0.3; shift, 1.8), assuming these proteins were close to the detection limit. Statistical outliers for the pulldown of UHRF1-FLAG were compared to untagged UHRF1 and then determined using a two-tailed *t*-test. Multiple testing correction was applied by using a permutation-based false discovery rate method in Perseus.

### Western blotting

Cells were lysed in RIPA buffer and incubated at 4 °C for 30 min, then centrifuged for 15 min at 13,000*g*. Supernatant containing soluble proteins was transferred to a new tube to which NuPAGE LDS sample buffer 4× (Thermo) and reducing reagent 10× (Thermo) were added to 1× concentrations. The sample was then denatured for 10 min at 70 °C, then 10 µg of the sample, concentration determined by bicinchoninic acid protein assay (Thermo), was run on a NuPage 4–12% Bis-Tris protein gel in 1× MOPS buffer with 10 µl of SeeBlue Pre-Stained Protein Standard (Life Technologies) for 1.5 h at 100 V. Protein was then transferred to a PVDF membrane for 9 min at 25 V using the iBlot2 system (Invitrogen). The membrane was blocked in 5% non-fat milk, cut into two sections and incubated with primary antibody (FLAG Sigma F1804 1:1,000; Dnmt1 Abcam ab87654 1:1,000; Uhrf1 Santa-Cruz sc-373750 1:250; GAPDH Cell Signalling 14C10 1:1,000; Lamin-B Abcam ab8982 1:1,000; β-actin Abcam ab8226 1:1,000; Supplementary Table 1) overnight at 4 °C, washed three times for 10 min in PBS with 0.1% (vol/vol) Tween and incubated with species-specific horseradish peroxidase secondary antibody (1:10,000 Jackson Laboratory 115-035-174 or 211-032-171) for 1 h. Following three 10-min washing steps in PBS with 0.1% Tween, the protein bands were visualized using SuperSignal West Dura Extended Duration Substrate (Thermo).

### RNA fluorescence in situ hybridization for IAPEz-gag on EBs

Before hanging drop production, WT, TKO_L_ and DKO_0_ P15 ESCs were dissociated to single cells using TryplE (Thermo), and MEFs were depleted by replating the cells for 45 min on gelatin-coated culture plates. Floating cells were gently collected and passed through a 50-μm filter (Roth) counted and were diluted to a concentration of 20 cells μl^−1^ in differentiation medium (growing medium, 20% FBS without LIF). EBs were established in 25-μl hanging drops on low-adherent bacterial culture dish covers, allowing 500 cells per drop to aggregate for 48 h. After two days, 100 EBs were pooled into a 10-cm low-adherent bacterial culture dish and differentiation medium was replaced every other day. Cells were disassociated with accutase (Sigma) and then seeded on poly-l-lysine-coated glass coverslips and allowed to adhere for 10 min. Coverslips were washed twice with 1× PBS and fixed with 4% PFA for 10 min. After washing twice with 1× PBS, cells were permeabilized in 70% ethanol overnight at 4 °C. RNA-FISH was performed with the Stellaris buffers and protocol, with some modifications. Briefly, coverslips were incubated for 15 min in wash buffer A before hybridization with probes. IAPEz transcripts were detected using an oligo probe with 5′Cy3 label for the *gag* region of the IAPEz repeat sub-family^45^. The probe was resuspended in TE buffer to a stock concentration of 12.5 µM, and a working concentration of 125 nM in hybridization buffer was used. Hybridization was carried out in an equilibrated chamber at 37 °C for 6–8 h. Coverslips were washed twice in wash buffer A for 30 min at 37 °C. Nuclei were counterstained for 5 min with 0.2 µg ml^–1^ DAPI. Coverslips were washed in wash buffer B for 5 min at room temperature, followed by mounting on glass slides with ProLongGold antifade mounting medium.

Images were acquired using a ×100 oil immersion objective (NA = 1.4) on an Axio Observer Z1/7 running under ZEN 2.3 software. For each sample and replicate, 100–200 single tile regions were defined and the optimal focus was adjusted visually on the nuclear counter stain. The focused image was used as a center for a *z*-stack of 11 slices with a section thickness of 1.0 µm between individual slices. Thereby, a total stack height of 11 µm was collected covering slightly more than a single cell height to ensure that the cell patch would be captured in all three dimensions. Image acquisition was performed using a Zeiss Axiocam 506 system in a 5 × 5 binning mode, resulting in a lateral resolution of 0.22 µm pixel^−1^. The resulting images were projected using maximum intensity projection (MIP) in a ZEN 3.2 (Zeiss) dedicated analysis workstation. Object quantification was performed in the image analysis module in ZEN 3.2 (Zeiss). Briefly, within MIPs, primary objects/cells/nuclei were identified by nuclear counter staining using Otsu intensity thresholds after faint smoothing (Gauss 2,0), and nearby objects were segmented downstream by standard water shedding. Secondary objects were identified exclusively within primary objects by applying local rolling ball background subtraction in the primarily defined nuclei in the respective fluorescence image. Secondary objects were identified with a subsequent fixed intensity threshold. All objects were filtered according to circularity and area. From the resulting object, 250 individual cells per condition were randomly sampled using R to run statistics. All images are presented without background subtraction.

### Whole-mount RNA fluorescence in situ hybridization for IAPEz-gag on embryos

Whole-mount RNA-FISH was performed according to the recommended protocol from HCR Molecular Instruments with the modifications outlined below. WT and mutant embryos were dissected at E8.5 from uteri of surrogate mice and immediately fixed in 4% PFA overnight at 4 °C. Embryos were washed twice for 10 min in PBST (1× PBS + 0.5% Tween-20). Embryos were dehydrated in methanol with a series of graded methanol/PBST washes for 10 min each on ice (25% MeOH/75% PBST; 50% MeOH/50% PBST; 75% MeOH/25% PBST; 100% MeOH; 100% MeOH), followed by storage in 100% MeOH at −20 °C. Embryos were transferred to 2-ml tubes and rehydrated with a series of graded MeOH/PBST washes for 10 min each on ice (75% MeOH/25% PBST; 50% MeOH/50% PBST; 25% MeOH/75% PBST; 100% PBST; 100% PBST), followed by 100% PBST for 10 min at room temperature. Embryos were treated with 10 µg ml^−1^ Proteinase K for 8 min at room temperature, followed by two washes of 5 min each with PBST. Embryos were post-fixed with 4% PFA for 20 min at room temperature, followed by three washes of 5 min each with PBST. Embryos were pre-hybridized by incubating in probe hybridization buffer for 5 min at room temperature, followed by another incubation for 30 min at 37 °C. Probes were resuspended in 500 µl of probe hybridization buffer to a final concentration of 1 pmol and hybridized overnight at 37 °C. Embryos were washed six times for 15 min each in 1 ml of probe wash buffer at 37 °C, and four washes in 5X SSCT (5X SSC + 0.1% Tween-20) at room temperature. Hairpin probes (h1 and h2) were prepared separately by denaturing 10 µl of each (from 3 µM stock) for 90 s at 95 °C and snap-cooling in the dark for 30 min at room temperature. Embryos were incubated in amplification buffer for 10 min at room temperature, followed by incubation with both hairpins in 500 µl of amplification buffer at room temperature overnight in the dark. Embryos were washed in 2 ml of 5X SSCT at room temperature (twice for 5 min each; three times for 30 min each; twice for 5 min each). Embryos were incubated in 0.5 µg ml^−1^ DAPI solution for 1 h at room temperature and mounted in drops of 5X SSCT for imaging. Images were acquired on a Zeiss LSM-880 confocal microscope at ×10 and ×63 magnification with averaging four times per frame and 10-µm *z*-stacks. Images were processed in Fiji and maximum intensity projection is represented. All images are presented without background subtraction. HCR probes for IAPEz-B1 are available at Molecular Instruments lot no. PRF680.

### Dnmt1 inhibition and recovery in vivo

All mice were kept under specific-pathogen-free conditions in individually ventilated cages at a temperature of 22 ± 2 °C and a humidity of 55 ± 10% with a 12-h light/dark cycle (7:00 to 19:00). B6D2F1 females (7–9 weeks of age; Envigo) were superovulated with 5 IU of pregnant mare serum gonadotropin (PMSG) followed by 5 IU of human chorionic gonadotropin (HCG) after 46 h. MII-stage oocytes were isolated after 12 h and cultured in pre-gassed KSOM drops. Zygotes were generated by in vitro fertilization (IVF) with F1 (B6/CAST > 2 months of age) sperm, as previously described^46^. Pro-nuclei stage 3 zygotes were washed in M2 medium before electroporation. Assembly of the Alt-R CRISPR-Cas9 ribonucleoprotein and electroporation were performed as previously described^4^. Two-cell stage (2C) embryos were then incubated with Dnmt1i (GSK3484862) or with DMSO. Blastocysts were scored for morphology, size and viability and then retransferred to pseudo-pregnant CD1 female fosters. E6.5 embryos were recovered and used for expression or methylation analysis.

All procedures were performed in our specialized facility, and we followed all relevant animal welfare guidelines and regulations. Protocols were approved by Harvard University IACUC protocol (28-21) and the Max Planck Institute for Molecular Genetics (G0247/13-SGr1).

### WGBS of in vivo samples

E6.5 embryos were collected in M2 medium, Reichert’s membrane was completely removed before ExE/epiblast separation. ExE and epiblast were physically separated by cutting at the interface with a fine glass capillary. The visceral endoderm was removed from the ExE/epiblast by incubating in 1× non-enzymatic cell dissociation solution (Sigma-Aldrich) for 30 min at 4 °C, followed by slowly peeling off the layer by passing it through a glass capillary. Between 3 and 20 embryos were pooled and digested overnight at 55 °C in 200 μl of gDNA lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 10 mM EDTA, 0.5% SDS plus fresh 300 μg ml^−1^ Proteinase K). gDNA was then extracted using 200 μl phenol:chloroform:isoamyl alcohol and precipitated with 2 μl of molecular-grade glycogen, 10 μl of 5 M NaCl and 500 μl 100% ethanol at −20 °C overnight. The gDNA precipitate was spun for 45 min at 4 °C at maximum speed and washed once with 1 ml of 70% ethanol. Following a second spin at 4 °C for 45 min, the gDNA pellet was air-dried for 10 min and resuspended in 50 μl of Swift low-EDTA TE buffer. The resulting gDNA was sonicated using a Covaris s220 system (duty cycle, 10%; intensity, 4; cycles per burst, 200; 35 s per cycle; three cycles total). The sonicated fragments were analyzed for the correct size using a Tape Station D5000 instrument. The fragmented gDNA was then bisulfite-converted using the Zymo EZ DNA Methylation-Gold kit following the manufacturer’s instructions. WGBS libraries were constructed from the bisulfite-converted gDNA using the Swift Accel-NGS Methyl-Seq DNA Library kit following the manufacturer’s instructions. Final libraries were amplified with 9–12 cycles.

### RNA isolation and quantitative real-time PCR

RNA from E3.5 and E6.5 embryos was isolated using a PicoPure RNA isolation kit following the manufacturer’s protocol. Complementary DNA (cDNA) was prepared with ~80% of the total RNA yield using a High-Capacity cDNA Reverse Transcription kit following the manufacturer’s protocol. For ESCs, an RNeasy kit (Qiagen) was used to extract RNA and a RevertAid First Strand cDNA Synthesis kit (Thermo) was used to generate cDNA (both used in accordance with the manufacturer’s recommendations).

### Computational methods

Computational methods are provided in Supplementary Note 1.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this Article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-021-00603-8.

## Supplementary information

Supplementary Information Computational methods.

Reporting Summary

Peer Review Information

Supplementary Table 1 Overview of primers, sgRNAs, plasmids, antibodies and small molecules, and hairpin bisulfite linkers and consensus sequences, used in this study.

Supplementary Table 2 Location of DMRs between P15 DKO_0_ and TKO_L_.

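The sheet of DMRs kept after the Nanopore filter lists 1515 regions on 19 chromosomes of mm9, with a total length of 4.31 Mb. Their lengths range from 1000 to 68000 bp with a median of 2000 bp. Counted on the genome sequence, they hold between 9 and 650 CpGs, with a median of 33 and a density of 1.91 CpGs per 100 bp. Each DMR carries a number from 0.150 to 0.298 (median 0.170), whose definition the sheet does not give, and 144 DMRs have a number of at least 0.2. The 3 DMRs with the highest numbers are DMR_447 on chromosome 11 from 111715001 to 111719500, DMR_1320 on chromosome 19 from 22008751 to 22009750 and DMR_585 on chromosome 12 from 90826501 to 90830000. DMR_447 lies between genes, 573004 bp from the nearest protein-coding gene, Gm11678, and DMR_1320 between genes, 75934 bp from Tmem2. DMR_585 lies in an intron of Nrxn3. DMR_585 had no peak of H3K9me3, Uhrf1 or Trim28 in any of the 24 lists, and DMR_447 had an H3K9me3 peak in 1 of the 8 lists of that mark and no other peak. In the pooled lists, DMR_1320 had an H3K9me3 peak over 15.9% of its length in both TKO_L_ and DKO_0_ and a Trim28 peak in DKO_0_, and no list held a Uhrf1 peak there. These 3 DMRs do not stand for the 144 with a number of at least 0.2. Of those 144, 85.4% had an H3K9me3 peak in TKO_L_ and 83.3% in DKO_0_ in the pooled lists. For Uhrf1 it was 45.1% and 38.9%, and for Trim28 60.4% and 54.2%.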

Supplementary Table 3 Results from the mass spectrometry experiments.

Supplementary Table 4 Raw Ct values and quantification from quantitative PCR analysis.

## Data Availability

All sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE158460. Previously published in vivo mouse embryo WGBS data were used for in vivo comparisons^12,13^, and the data are available from GEO under accession codes GSE137337 and GSE84235. Encode histone modifications (H3K4me1, H3K4me3, H3K27me3, H3K9me3, H3K27ac, H3K36me3, H3K9ac) were downloaded from NCBI (GSE31039). MS data are available on PRIDE using the accession code PXD025736. Source data for figures are deposited online at 10.6084/m9.figshare.14555250. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Unprocessed western blots. Source Data Fig. 4 Unprocessed western blots. Source Data Extended Data Fig. 1 Unprocessed western blots. Source Data Extended Data Fig. 5 Unprocessed western blots.

# Supplementary material for: Dnmt1 has de novo activity targeted to transposable elements
**Source:** Nat Struct Mol Biol. 2021 Jun 17;28(7):594–603. doi: 10.1038/s41594-021-00603-8
**Supplement:** Supplementary file 1 — Computational methods.

---

**Supplementary information**

---

**Dnmt1 has de novo activity targeted to transposable elements**

---

In the format provided by the  
authors and unedited

## Computational Methods

### *Long-read Nanopore sequencing processing*

All Oxford Nanopore Technologies derived data (PromethION) were processed using the Nanopype pipeline (v1.1.0)<sup>1</sup>. The base-caller Guppy (v4.0.11) was used with the r9.4.1 high-accuracy configuration. Quality filtering was disabled for any base-calling. Base-called reads were first aligned against the mouse reference genome mm9 using minimap2 (v2.10)<sup>2</sup> with the ont parameter preset. Structural variations were called using Sniffles (v1.0.10)<sup>3</sup>. Sniffles was configured to report variations of at least 500 bp, supported by at least five reads from read fragments longer than 2 kb (-l 500 -s 5 -r 2000).

Genome wide methylation rates were obtained by aligning all reads against reference genome mm9 using NGMLR (v0.2.7) and calling methylation using Nanopolish (v0.13.2, default parameters)<sup>4</sup>. NGMLR is only reporting primary and supplementary alignments, in the case of equal scores for multiple positions the read is reported to be unmapped. The output was filtered for individual CpGs with an absolute log-likelihood ratio greater 2.0 and genomic positions with 15x coverage.

### *Whole-genome bisulfite sequencing (WGBS) processing*

WGBS sequencing data were checked and corrected for sequencing quality and adapter content using fastQC (v0.11.8) and cutadapt (v2.4). Subsequently, the reads were aligned to the mouse mm9 reference genome using BSmap (v2.9.0) with flags -v 0.1 -s 16 -w 100 -S 1 -q 20 -u -R<sup>5</sup>. The methylation level of all CpGs captured was calculated using the mcall module (v1.3.2) in the MOABS software suite with standard parameter settings<sup>6</sup>. Finally, all CpGs that were covered with less than 10 reads (10x) were discarded from the analysis.

Assessment of global, genome-wide methylation, as well as region-specific methylation, was performed using average (arithmetic mean) methylation levels. Replicates were grouped after filtering for coverage by calculating the arithmetic mean of the remaining positions given their presence in at least one replicate.

### *Amplicon bisulfite sequencing processing*

WGBS sequencing data were aligned to the mouse full length IAPEz-int flanked by IAPLTR1 consensus sequences using BSmap (v2.9.0) with flags -v 0.1 -s 16 -w 100 -S 1 -q 20 -u -R<sup>5</sup>. The methylation level of all CpGs captured was calculated using the mcall module (v1.3.2) in

the MOABS software suite with standard parameter settings<sup>6</sup>. Finally, all CpGs that were covered with less than 1,000 reads (1,000X) were discarded from the analysis.

#### *Hairpin bisulfite processing*

CpG methylation states were determined using BiQAnalyzerHT, filtering for a sequence identity of  $\geq 0.8$  (reference sequence for IAP and IAPez have been shortened in order to obtain a better mapping of the sequencing reads) and strand-specific methylation patterns were obtained using Hairpinanalyzer V0.3 (Mathias Bader and Julia Arand, available under: <https://github.com/PascalGiehr/Hairpinanalyzer>), filtering for a linker conversion rate of  $\geq 0.8$ . H(O)TA was applied in order to determine enzyme efficiencies<sup>7,8</sup>.

#### *MeDIP-seq processing*

The MeDIP-seq sequencing data were aligned to the mouse reference genome mm9 using segemehl (v0.2.0, default parameters)<sup>9-11</sup> and the alignment was filtered to remove unusual insert sizes ( $>1\text{kb}$ ) and multiple mappers. Postprocessing was done using the R package QSEA<sup>12</sup> with the DKO<sub>0</sub> methylation rates as reference.

#### *ChIP-seq processing*

The ChIP-seq sequencing data as well as the control input sequencing were aligned to the mouse mm9 reference genome using BWA mem<sup>13</sup> using the default parameter. GATK<sup>14</sup> was used to obtain alignment metrics and remove duplicates. 

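In the deposited lists the lowest -log10 q-value of each list lies just above 1. A list limited to -log10 q-values of at least 5 keeps 12446 of the H3K9me3 peaks in TKO_L_ and 14892 in DKO_0_ of the pooled lists, 3590 and 2685 for Uhrf1, and 8946 and 12351 for Trim28. No peak runs past the end of an mm9 chromosome.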

Peaks were called using the MACS2 (2.1.2\_dev)<sup>15</sup> peakcall function using default parameters. After validation of replicate comparability and quality, replicates were merged on read level and reprocessed together with input samples. Background subtracted coverage files were obtained using MACS2 bdgcomp with -m FE.

#### *Bioinformatics tools, statistics, and visualization*

Command-line processing of BAM, BED and bigwig files was done using SAMtools (v1.10)<sup>16</sup>, BEDtools (v2.25.0)<sup>17</sup> and UCSCtools (v4)<sup>18</sup>. If not stated otherwise: All statistics and plots are generated using R version 3.6.1 “Action of the Toes”. In all boxplots, the centerline is median; boxes, first and third quartiles; whiskers, 1.5 x inter-quartile range; data beyond the end of the whiskers are displayed as points. Statistical tests for increased base pair overlap between DMRs and CRs with genomic elements were carried out using the Wilcoxon test (R function wilcox.test, alternative ‘greater’). Heatmaps were plotted using the R Complex Heatmap

(v1.99.5)<sup>19</sup> and Enriched Heatmap (1.19.2)<sup>20</sup> package. Further visualization was done using the smoothScatter function, the vioplot (v0.3.5), and ggplot2 (v3.3.2) packages. Profile plots and ChIP-seq/MeDIP-seq heatmaps were created with deepTools (v.2.5.4)<sup>21</sup>, and browser track figures using IGV (v2.9.2)<sup>22</sup>.

#### *Differentially methylated regions*

Differentially methylated regions (DMRs) were called using a dual sliding window approach. To capture smaller windows, the first window was defined as 1 kb in length and 250 bp sliding, for broader regions the second window was defined as 2 kb and 500 bp sliding. Windows covering less than 10 CpGs or located in regions called as missing based on Nanopore sequencing were excluded from the analysis. For each of the remaining windows, the average methylation rate difference between the P15 DKO<sub>0</sub> and TKO<sub>L</sub> samples was calculated and any window with an absolute difference >0.15 was considered a potential DMR. Finally, all DMRs within 5 kb distance were merged and regions with an average methylation rate of >0.15 in the DKO<sub>0</sub> P15 were considered as DMRs.

#### *Control regions*

Control regions (CRs) were resampled from the genome using BEDtools shuffle. DMR length distribution (in nt) and the number of DMRs were preserved and only regions with 10 or more CpGs were allowed as a destination for BEDtools shuffle. 

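The study took its filter of at least 10 CpGs from CpGs covered in its TKO_L_ and DKO_0_ samples, which were not read here. With at least 10 CpGs counted on the genome sequence instead, control regions changed little in CpG density. Regions placed at random held 0.849 CpGs per 100 bp, and regions placed under this genome-based filter 0.997, compared with 1.91 in DMRs. With the filter, the H3K9me3 overlap of DMRs was 8.31 times that of control regions in DKO_0_ and 8.27 times in TKO_L_. Regions matched to each DMR on CpG density within 10% held 1.89 CpGs per 100 bp. For 89 DMRs fewer than 1000 such regions were drawn, and none was without a match. Both kinds of control regions were added after the data were seen.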

To obtain these regions, we merged all CpGs covered by TKO<sub>L</sub> and DKO<sub>0</sub> samples that are within a distance of 2.5 kb and filtered for a minimum of 10 CpGs. The identity of the original DMR was transferred to allow for the exclusion of the CR if the DMR was removed based on Nanopore sequencing data analysis. Each DMR was placed randomly 1,000 times to avoid strong impact of outlier samples. Additionally, the same number of CRs were placed only into regions with DMR-like CpG density to create the CpG-density matched CRs (CR<sup>CpG</sup>).

#### *Filtering for high confidence DMRs*

DMRs were filtered based on Nanopore long reads from the same cell line by stringently filtering on methylation difference as measured from Nanopore read data. Only DMRs that had at least 10 informative CpG positions were subject to filtering and any DMR with a mean difference between the DKO<sub>0</sub> and TKO<sub>L</sub> samples of less than 0.05 was excluded (n = 1,058). The corresponding control regions were removed from the set of CRs used for further analysis (n = 1,515).

### *Comparison of alignments at DMRs/CRs*

For Illumina sequenced WGBS data global as well as alignments overlapping DMRs and CRs were counted individually using the SAMtools view command for counting (-c), DMRs, or CRs specified by -L and filtered out (-F) of specific bitwise flags. Unique alignments of Illumina short-read WGBS were defined by the not set “not primary alignment” SAM flag (bitwise flag 256). For Nanopore long-read alignments, the aligner does not report any reads that align to more than one location with the same quality. To validate that DMRs are not biased towards lower coverage with this approach, the read coverage distribution of DMRs and CRs for Nanopore sequencing were compared to Illumina WGBS read coverage distributions with and without multi-mappers (bam to coverage in-house python script).

### *Characterization of genome-wide methylation*

1 kb tiling windows were calculated using BEDtools makewindow with parameter -w 1000. The average methylation level of all 1 kb windows was calculated using UCSCtools bigWigAverageOverBed and filtered for a minimum coverage of 5 CpGs. The methylation rate distribution of the DKO<sub>0</sub> and TKO<sub>L</sub> was visualized using the density plot function of ggplot2. The methylation difference in these windows between the DKO<sub>0</sub> and TKO<sub>L</sub> was calculated and visualized using the empirical cumulative density function of the ggplot2 package. The genomic distribution of DMRs was visualized using the *Cis*-regulatory Element Annotation System (CEAS)<sup>23</sup>.

### *Correlation of methylation rates in 5 kb windows and IAPs*

5 kb tiling windows were calculated using BEDtools makewindow with parameter -w 5000. The average methylation level of all 5 kb windows not overlapping an IAP as well as for all IAP elements were calculated using UCSCtools bigWigAverageOverBed and filtered for a minimum coverage of 10 CpGs. For visualization the R smoothScatter function was used.

### *Split violin plots for DMRs and CRs*

Genome-wide methylation information was filtered by sample to CpGs within DMRs or CRs. The single CpG resolution methylation values were visualized in R using the vioplot package (parameter side=left/right).

### *Read distribution in MeDIPseq*

SAMtools view was used to calculate the number of reads in DMRs/CRs (parameter -c -F 256 -F4). CR counts were divided by 1,000 to account for their overrepresentation. Boxplots were used to display the mean number of reads.

### *Profile plots and enrichment heatmaps (ChIP-seq/MeDIP-seq)*

The computeMatrix function of the deepTools package in scale-regions mode with parameters --missingDataAsZero binSize=50 or 100 was used to calculate the input for the plotHeatmap function. Missing data color was set to white.

### *Overlap of DMRs and CRs with genomic element*

Genomic regions were each first collapsed using BEDtools merge to avoid counting regions twice, i.e., overlapping repeat classes within a family. Next, for each genomic element the overlap with DMRs (CRs) was calculated, normalized by the total length of DMRs (CRs) and visualized using ggplot2. For enrichment of DMRs a two-sample Wilcoxon test was used to compare DMR and CR overlaps (alternative='greater') with the respective elements.

### *Fold-change of hairpin bisulfite derived CpG methylation status*

Hairpinanalyzer output was further used to visualize the change in CpG status composition per target. The fraction of CpGs that are fully methylated, hemi-methylated on plus- or minus-strand or fully unmethylated were normalized by TKO<sub>L</sub> values for DKO<sub>0</sub> P1, DKO<sub>0</sub> P5 and WT. Log2-fold change of these normalized values was plotted using ggplot2.

### *Unique vs. multiple mapper analysis*

Alignment statistics of Illumina sequenced samples for DMRs (CRs) were obtained using SAMtools view with parameters -c (count) -F 4 (exclude unmapped reads) and -F/-f 256 (unique/multiple alignments) and -L DMRs/CRs (reduce to regions). For CRs the average per replicate was used to calculate the log2 fold-change of unique (multiple) alignments between DMRs and CRs. A paired Wilcoxon test was used to test if unique (multiple) alignments show a different prevalence in DMRs compared to CR. Nanopore reads are by default only aligned uniquely, therefore the distribution of DMR vs. CR alignment rates (log2 fold-change) is only shown for unique alignments.

### *Gene set enrichment analysis of mass spectrometry experiments*

Genes that were detected as significantly enriched in DKO<sub>0</sub> and TKO<sub>L</sub> Uhrf1-FLAG Mass Spec experiment were used as input for the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) to calculate Gene Set Enrichment Analysis (gene ontology: cellular components)<sup>24</sup>.

### *ERVK, methylation and Uhrf1, Trim28 and H3K9me3 enrichment at DMRs*

The heatmap visualizing the overlap with ERVKs, the binding signal of Uhrf1, Trim28 and H3K9me3 as well as DMR was plotted using the R package EnrichedHeatmap. Single nucleotide resolution bigWig files and the ERVK annotation file were loaded to R and for each sample the normalizeToMatrix function (w=250; methylation: mean\_mode='absolute', background=NA; Uhrf1, Trim28 and H3K9me3: mean\_mode='coverage', background=0) was used to calculate the signal across DMRs.

### *IAPeZ-int methylation comparison of E3.5 and E6.5*

The mean DMR methylation rate of each E3.5 and E6.5 embryo conditions was calculated and visualized using the R package ComplexHeatmap. The color key was set display the center color to 0.15 to allow for visualization of expected methylation rate dynamics.

## **References**

1. Giesselmann, P., Hetzel, S., Muller, F.J., Meissner, A. & Kretzmer, H. Nanopype: a modular and scalable nanopore data processing pipeline. *Bioinformatics* **35**, 4536 (2019).
2. Li, H. Minimap2: pairwise alignment for nucleotide sequences. *Bioinformatics* **34**, 3094-3100 (2018).
3. Sedlazeck, F.J. *et al.* Accurate detection of complex structural variations using single-molecule sequencing. *Nat Methods* **15**, 461-468 (2018).
4. Simpson, J.T. *et al.* Detecting DNA cytosine methylation using nanopore sequencing. *Nat Methods* **14**, 407-410 (2017).
5. Xi, Y. & Li, W. BSMAP: whole genome bisulfite sequence MAPping program. *BMC Bioinformatics* **10**, 232 (2009).
6. Sun, D. *et al.* MOABS: model based analysis of bisulfite sequencing data. *Genome Biol* **15**, R38 (2014).
7. Lutsik, P. *et al.* BiQ Analyzer HT: locus-specific analysis of DNA methylation by high-throughput bisulfite sequencing. *Nucleic Acids Res* **39**, W551-6 (2011).
8. Kyriakopoulos, C., Giehr, P. & Wolf, V. H(O)TA: estimation of DNA methylation and hydroxylation levels and efficiencies from time course data. *Bioinformatics* **33**, 1733-1734 (2017).
9. Hoffmann, S. *et al.* A multi-split mapping algorithm for circular RNA, splicing, trans-splicing and fusion detection. *Genome Biol* **15**, R34 (2014).
10. Hoffmann, S. *et al.* Fast mapping of short sequences with mismatches, insertions and deletions using index structures. *PLoS Comput Biol* **5**, e1000502 (2009).

11. Otto, C., Stadler, P.F. & Hoffmann, S. Fast and sensitive mapping of bisulfite-treated sequencing data. *Bioinformatics* **28**, 1698-704 (2012).
12. Lienhard, M. *et al.* QSEA-modelling of genome-wide DNA methylation from sequencing enrichment experiments. *Nucleic Acids Res* **45**, e44 (2017).
13. H., L. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. *arXiv* (2013).
14. McKenna, A. *et al.* The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res* **20**, 1297-303 (2010).
15. Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137 (2008).
16. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-9 (2009).
17. Quinlan, A.R. & Hall, I.M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-2 (2010).
18. Kuhn, R.M., Haussler, D. & Kent, W.J. The UCSC genome browser and associated tools. *Brief Bioinform* **14**, 144-61 (2013).
19. Gu, Z., Eils, R. & Schlesner, M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* **32**, 2847-9 (2016).
20. Gu, Z., Eils, R., Schlesner, M. & Ishaque, N. EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. *BMC Genomics* **19**, 234 (2018).
21. Ramirez, F., Dundar, F., Diehl, S., Gruning, B.A. & Manke, T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res* **42**, W187-91 (2014).
22. Thorvaldsdottir, H., Robinson, J.T. & Mesirov, J.P. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief Bioinform* **14**, 178-92 (2013).
23. Ji, X., Li, W., Song, J., Wei, L. & Liu, X.S. CEAS: cis-regulatory element annotation system. *Nucleic Acids Res* **34**, W551-4 (2006).
24. Wang, J., Vasaikar, S., Shi, Z., Greer, M. & Zhang, B. WebGestalt 2017: a more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. *Nucleic Acids Res* **45**, W130-W137 (2017).

# Supplementary material for: Dnmt1 has de novo activity targeted to transposable elements
**Source:** Nat Struct Mol Biol. 2021 Jun 17;28(7):594–603. doi: 10.1038/s41594-021-00603-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zeiss Axiocam 506 images were processed in ZEN 3.2, Zeiss LSM880 confocal microscope images were processed with FIJI (ImageJ, 2.1.0/1.53i).

Data analysis

Nanopype pipeline (v1.1.0), Guppy (v4.0.11), minimap2 (v2.10), Sniffles (v1.0.10), NGMLR (v0.2.7), nanopolish (v0.13.2), BSmap (v2.9.0), FastQC(v0.11.8), cutadapt(v2.4), MOABS mcall module (v1.3.2), segemehl (v0.2.0), QSEA (1.12.0), BWA mem (v0.7.17), GATK (v4), MACS2 (2.1.2\_dev), Hairpinalyzer (v0.3), IGV (v2.9.2), SAMtools (v1.10), BEDtools (v2.25.0), UCSCtools (v4), R Complex Heatmap (v1.99.5), Enriched Heatmap (1.19.2), deepTools (v2.5.4), R (v3.6.1), vioplot (v0.3.5), ggplot (3.3.2), and Perseus(1.6.6.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE158460 (secure token to allow review while it remains in private status:olejmcqwtodozxn). In vivo mouse embryo WGBS data from our own publications were used for the initial in vivo comparisons. This data is available from Gene Expression Omnibus under accession code GSE137337 and GSE84235. CpG island (CGI) and Repeat Masker tracks were downloaded for mm9 from the UCSC genome browser. Encode histone modifications (H3K4me1, H3K4me3, H3K27me3, H3K9me3, H3K27ac, H3K36me3, H3K9ac) were downloaded from NCBI

(GSE31039). Gene annotation was downloaded from Encode for mm9 and filtered for protein-coding genes. Mass spectrometry data is available on PRIDE using the accession PXD025736. Source Data for figures is deposited online at <https://doi.org/10.6084/m9.figshare.14555250>. Code is available at [https://github.com/HeleneKretzmer/Dnmt1\\_de\\_novo](https://github.com/HeleneKretzmer/Dnmt1_de_novo)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes and are indicated in the figure panels or legends. Sample sizes for qPCR, Mass Spectroscopy, ChIP-seq, WGBS, and other sequencing technologies are consistent with the current standards for sample sizes and included controls in the published literature. The number of embryos reported is the maximal number of embryos we could recover and reasonably submit for WGBS (E6.5 = 3, E3.5 = 20).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data exclusions | Blastocysts were scored for morphology, size, and viability with any embryos showing delayed development excluded from retransfer. In/exclusion criteria for morphometric analysis are specified in Methods section under "Dnmt1 inhibition and recovery in vivo." In/exclusion criteria for in vivo and DMR analysis are specified in Supplementary Note on Computational Methods section. Briefly, DMRs were filtered based on Nanopore long reads from the same cell line by stringently filtering on methylation difference as measured from Nanopore read data. Only DMRs that had at least 10 informative CpG positions were subject to filtering and any DMR with a mean difference between the DKO0 and TKOL samples of less than 0.05 was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | All replication attempts for this study were successful. Findings were replicated across two different Dnmt KO cell lines with separate Dnmt1 rescue strategies. Both systems show similar effects upon Dnmt1 re-expression and target regions are highly reproducible. Uhrf1 KO studies involved two separate KO clones with different targeting strategies, with both lines showing similar extreme hypomethylated phenotype. All ChIP-seq assays were run in duplicate, except H3K36me3 n=1, and correlation was compared to WT V6.5 mESC and between replicates. All in vivo WGBS assays represent a pool of embryos (E6.5 = 3, E3.5 n = WT 8, Dnmt1 KO 12, DKO 20, DKODMSO 8, DKODnmt1i 8 embryos). Mass spec samples were run in replicates of 3 and compared to untagged control samples also run in triplicate. QPCR assays were run in biological triplicate. Hairpin bisulfite analysis was run once for each primer pair in each cell line. Westerns were run once but corroborated by different targeting strategies in the TKOL and TKO with ectopic Dnmt1 and Uhrf1 KO subclones or genotyping. MeDIP was run in triplicate for each time point. The EB experiments constitute a pool of exactly 100 EBs and use random sampling to remove any operator bias. PromethION runs were performed once for each sample due to high coverage depth. |
| Randomization   | Cell culture samples for every experiment were collected without a preconceived selection strategy. Embryos for every experiment were collected without a preconceived selection strategy or prioritization by morphology.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | No blinding was carried out as it was not relevant for the strategies used in this study. However, our analytical pipeline followed uniform criteria applied to all samples, allowing us to analyze our data in an unbiased manner.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K9me3 (2ug ChIP-seq; Abcam, ab8898), H3K4me3 (2ug ChIP-seq; Abcam, ab8580), H3K36me3 (2ug ChIP-seq; Active Motif, 61101), 5mC (1:33 MeDIP; Diagenode, C15410205-50), FLAG (1ug for ChIPmentation and 10ug for RIME; Sigma, F1804), Uhrf1 (1:250 western blot; Santa-Cruz, sc-373750), Dnmt1 (1:1,000 western blot; Abcam, ab87654), GAPDH (1:1,000 western blot; Cell Signalling, |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

14C10), Trim28 (1:1,000 for western blot and Sug for ChIP-seq; Abcam, ab22553), Lamin-B (1:1,000 western blot; Abcam, ab8982), Beta Actin (1:1,000 western blot; Abcam, ab8226), and HRP secondary (1:10,000 western blot; Jackson Laboratory # 115-035-174 or 211-032-171)

## Validation

Antibodies were validated against WT V6.5 mESCs in both western blot or ChIP-seq assays.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

The TKOL cell line was originally published in Meissner et al., 2005 and the WT KH2 lines were those published in Beard et al., 2006. Both were from the original lines used in the publication and obtained from Alexander Meissner at the time of their creation. Information on cell line generation provided in Methods under: "DKO0 cell line generation", "TKO cell line generation", "Uhrf1 FLAG line generation", "Uhrf1 KO line generation", and "Dnmt1 rescue experiment", V6.5 cell RRID = CVCL\_C865. Wild-type V6.5 mouse embryonic stem cell line was provided by the lab of Konrad Hochedlinger.

#### Authentication

Dnmt1 protein expression was validated by western blot and/or methylation assayed by WGBS for TKOL, DKO0, TKO, TKO +Dnmt1, TKO + catalytic inactive Dnmt1, TKOL Uhrf1 KO, DKO0 Uhrf1 KO, and V6.5 WT

#### Mycoplasma contamination

Cell lines tested negative for mycoplasma.

#### Commonly misidentified lines (See [ICLAC](#) register)

None used.

## Animals and other organisms

### Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research

#### Laboratory animals

All mice kept under SPF-Conditions in individually ventilated cages at a temperature of 22°C +/- 2 °C and a humidity of 55% +/- 10% with a 12hr light/dark cycle (7am to 7pm). Oocytes were isolated from B6D2F1 strain female mice (age 7 to 9 weeks, Envigo), sperm was isolated from B6/CAST F1 male mice (>2 months of age) which were generated previously by breeding C57BL/6J strain female mice with CAST/EiJ strain males (reported in Grosswendt et al., 2020). Blastocysts were transferred into Hsd:ICR (CD-1) strain female mice (age 8-12 weeks 30-35g, Envigo) which had been mated with Vasectomized SW strain males (> 1 year of age, Envigo)

#### Wild animals

Wild animals were not involved in this study.

#### Field-collected samples

No samples were collected from the field.

#### Ethics oversight

All procedures have been performed in our specialized facility, and we followed all relevant animal welfare guidelines and regulations. Protocols were approved by Harvard University IACUC protocol (28-21) and the Max Planck Institute for Molecular Genetics (G0247/13-SGr1).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

All sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE158460 (secure token to allow review while it remains in private status:olejmcqwtdozan).

#### Files in database submission

DKOzero\_H3K9me3.broadPeak.bed  
DKOzero\_Trim28.broadPeak.bed  
DKOzero\_Uhrf1.broadPeak.bed  
DKOzero\_Uhrf1\_p3\_rep2.broadPeak.bed  
DKOzero\_p3\_Uhrf1\_rep1.broadPeak.bed  
DKOzero\_p5\_rep1\_H3K9me3.broadPeak.bed  
DKOzero\_p5\_rep1\_p5Cre\_Trim28.broadPeak.bed  
DKOzero\_p5\_rep2\_H3K9me3.broadPeak.bed  
DKOzero\_p5\_rep2\_p5Cre\_Trim28.broadPeak.bed  
TKOlike\_H3K9me3.broadPeak.bed  
TKOlike\_Trim28.broadPeak.bed  
TKOlike\_Uhrf1.broadPeak.bed  
TKOlike\_Uhrf1\_rep1.broadPeak.bed  
TKOlike\_Uhrf1\_rep2.broadPeak.bed  
TKOlike\_rep1\_H3K9me3.broadPeak.bed  
TKOlike\_rep1\_Trim28.broadPeak.bed  
TKOlike\_rep2\_H3K9me3.broadPeak.bed  
TKOlike\_rep2\_Trim28.broadPeak.bed  
V6.5\_Uhrf1\_rep1.broadPeak.bed

V6.5\_Uhrf1\_rep2.broadPeak.bed  
 V65\_rep1\_H3K9me3.broadPeak.bed  
 V65\_rep1\_Trim28.broadPeak.bed  
 V65\_rep2\_H3K9me3.broadPeak.bed  
 V65\_rep2\_Trim28.broadPeak.bed  
 H3K9me3\_WT\_rep1.bw H3K9me3\_WT\_rep1\_R1.fastq.gz H3K9me3\_WT\_rep1\_R2.fastq.gz  
 H3K9me3\_WT\_rep2.bw H3K9me3\_WT\_rep2\_R1.fastq.gz H3K9me3\_WT\_rep2\_R2.fastq.gz  
 H3K9me3\_DKO0\_rep1.bw H3K9me3\_DKO0\_rep1\_R1.fastq.gz H3K9me3\_DKO0\_rep1\_R2.fastq.gz  
 H3K9me3\_DKO0\_rep2.bw H3K9me3\_DKO0\_rep2\_R1.fastq.gz H3K9me3\_DKO0\_rep2\_R2.fastq.gz  
 H3K9me3\_TKOL\_rep1.bw H3K9me3\_TKOL\_rep1\_R1.fastq.gz H3K9me3\_TKOL\_rep1\_R2.fastq.gz  
 H3K9me3\_TKOL\_rep2.bw H3K9me3\_TKOL\_rep2\_R1.fastq.gz H3K9me3\_TKOL\_rep2\_R2.fastq.gz  
 Uhrf\_WT\_rep1.bw Uhrf\_WT\_rep1\_R1.fastq.gz Uhrf\_WT\_rep1\_R2.fastq.gz  
 Uhrf\_WT\_rep2.bw Uhrf\_WT\_rep2\_R1.fastq.gz Uhrf\_WT\_rep2\_R2.fastq.gz  
 Uhrf\_DKO0\_rep1.bw Uhrf\_DKO0\_rep1\_R1.fastq.gz Uhrf\_DKO0\_rep1\_R2.fastq.gz  
 Uhrf\_DKO0\_rep2.bw Uhrf\_DKO0\_rep2\_R1.fastq.gz Uhrf\_DKO0\_rep2\_R2.fastq.gz  
 Uhrf\_TKOL\_rep1.bw Uhrf\_TKOL\_rep1\_R1.fastq.gz Uhrf\_TKOL\_rep1\_R2.fastq.gz  
 Uhrf\_TKOL\_rep2.bw Uhrf\_TKOL\_rep2\_R1.fastq.gz Uhrf\_TKOL\_rep2\_R2.fastq.gz  
 Trim28\_WT\_rep1.bw Trim28\_WT\_rep1\_R1.fastq.gz Trim28\_WT\_rep1\_R2.fastq.gz  
 Trim28\_WT\_rep2.bw Trim28\_WT\_rep2\_R1.fastq.gz Trim28\_WT\_rep2\_R2.fastq.gz  
 Trim28\_DKO0\_rep1.bw Trim28\_DKO0\_rep1\_R1.fastq.gz Trim28\_DKO0\_rep1\_R2.fastq.gz  
 Trim28\_DKO0\_rep2.bw Trim28\_DKO0\_rep2\_R1.fastq.gz Trim28\_DKO0\_rep2\_R2.fastq.gz  
 Trim28\_TKOL\_rep1.bw Trim28\_TKOL\_rep1\_R1.fastq.gz Trim28\_TKOL\_rep1\_R2.fastq.gz  
 Trim28\_TKOL\_rep2.bw Trim28\_TKOL\_rep2\_R1.fastq.gz Trim28\_TKOL\_rep2\_R2.fastq.gz  
 WT\_Uhrf1\_Input\_rep1.bw WT\_Uhrf1\_Input\_rep1\_R1.fastq.gz WT\_Uhrf1\_Input\_R2.fastq.gz  
 WT\_Uhrf1\_Input\_rep2.bw WT\_Uhrf1\_Input\_rep2\_R1.fastq.gz WT\_Uhrf1\_Input\_R2.fastq.gz  
 DKO0\_Uhrf1\_Input\_rep1.bw DKO0\_Uhrf1\_Input\_rep1\_R1.fastq.gz DKO0\_Uhrf1\_Input\_R2.fastq.gz  
 DKO0\_Uhrf1\_Input\_rep2.bw DKO0\_Uhrf1\_Input\_rep2\_R1.fastq.gz DKO0\_Uhrf1\_Input\_R2.fastq.gz  
 TKOL\_Uhrf1\_Input\_rep1.bw TKOL\_Uhrf1\_Input\_rep1\_R1.fastq.gz TKOL\_Uhrf1\_Input\_R2.fastq.gz  
 TKOL\_Uhrf1\_Input\_rep2.bw TKOL\_Uhrf1\_Input\_rep2\_R1.fastq.gz TKOL\_Uhrf1\_Input\_R2.fastq.gz

Genome browser session  
(e.g. [UCSC](https://genome-euro.ucsc.edu))

[http://genome-euro.ucsc.edu/s/helene/Dnmt1\\_de\\_novo](http://genome-euro.ucsc.edu/s/helene/Dnmt1_de_novo)

## Methodology

Replicates

2

Sequencing depth

Each individual library was sequenced to a target depth of 50 million reads

Antibodies

H3K9me3 (Abcam, ab8898), FLAG (Sigma, F1804), Trim28 (Abcam, ab22553)

Peak calling parameters

Peaks were called using the MACS2 (2.1.2\_dev) peakcall function using default parameters.

Data quality

Raw data were inspected using FastQC, adapter and low quality bases were removed using cutadapt. Correlation of coverage BigWig files across replicates and conditions was used to check for reproducibility.

Software

The ChIP-seq sequencing data as well as the control input sequencing were aligned to the mouse mm9 reference genome using BWA mem using the default parameter. GATK was used to obtain alignment metrics and remove duplicates. Peaks were called using the MACS2 (2.1.2\_dev) peakcall function using default parameters. After validation of replicate comparability and quality, replicates were merged on read level and reprocessed together with input samples. Background subtracted coverage files were obtained using MACS2 bdgcomp with -m FE.

How the deposited data were processed for this re-analysis (not part of the article)

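Hairpin-bisulfite amplicon sequencing and 3 sets of chromatin immunoprecipitation data were analysed, from WT, TKO_L_ and DKO_0_ ESCs. Samples were assigned to lines and replicates from their labels and the paper. WGBS, MeDIP-seq, Nanopore and single-clone amplicon samples were not analysed here, nor were the 6 input libraries of the Uhrf1 data. The passage of the DKO_0_ cells used for ChIP was not assigned, because the sample labels do not give it. The names that the paper lists for the single-replicate peak lists carry p3 for Uhrf1 and p5 for H3K9me3 and Trim28. If these are passages, the marks in DKO_0_ come from different passages and are compared with DMRs called at P15.

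For the hairpin data, the authors deposited for each library the count of reads and of CpG dyads in each state, as whole numbers without normalization, together with the linker conversion. These counts were checked to be whole numbers that add up to the stated total, which held in all 19 libraries used. A further 5 lines of the table match no sample and were not used, and 1 column of values was not used. L1mdA libraries were not analysed here. Shares of dyads, log2 ratios to TKO_L_, Wilson intervals and two-sided Fisher's exact tests were computed from the counts. Benjamini-Hochberg adjustment covered the 27 ratios, and separately the 12 differences between classes, which were tested with Zelen's exact test of equal odds ratios. The sides of the dyads are reported as right and left.

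For H3K9me3, Uhrf1 and Trim28, the authors deposited 24 peak lists, of which 18 come from single replicates and 6 from replicates pooled on read level. The authors' lists give for each peak a fold enrichment, which is a ratio to the background estimated by MACS2, and the -log10 of its p-value and q-value. These values are the peak's own and were used only to describe and filter peaks within a list. No reads were counted again. Peaks were compared with the 1515 high-confidence DMRs of Supplementary Table 2, by an overlap of at least 1 bp. The sheet of DMRs before filtering was not used. Overlap counts were computed by a lookup of covered bases and checked with bedtools 2.31.1, and 0 of the 24 lists differed.

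Control regions had the length of each DMR and were placed 1000 times on the same chromosome, between the first and last peak of any list. The share of DMRs with a peak was divided by the mean share of control regions. Shares of single-replicate lists in DKO_0_ and TKO_L_ were compared by an exact two-sided permutation test of 4 lists. CpGs were counted on the genome sequence of mm9, and genes were taken from the GENCODE annotation of the same build. The named DMRs are those inside the window of Fig. 2g and the 3 with the highest value in the DMR table, a rule fixed in advance, as were the main tests.

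The alternatives were an overlap of at least 50% of the DMR length, a -log10 q-value of at least 5, an equal number of peaks per list, a peak in both replicates, each replicate left out, control regions 25 kb from each DMR, a circular shift of all DMRs of a chromosome, and DMRs with a value of at least 0.2. For the hairpin data they were a pseudocount of 0.1 percentage points and both sides summed. Control regions with at least 10 CpGs, control regions matched on CpG density within 10%, and dyad counts divided by the dyads per read were added after the data were seen.

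Repeated sequence was defined from the genome. Words of 31 bp that occur in at least 10 DMRs were collected, and 1000-bp windows with at least 50% of such words were taken as made of the repeated sequence of DMRs, which gave 15046 windows. For regions matched on H3K9me3, stretches outside DMRs were drawn with the same length, a fold enrichment within 10% and a covered length within 25% of each DMR.

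Each step was tested on simulated data. Of 40 simulated sets of 400 regions without added peaks, 2 had p under 0.05 in the overlap test, and all 40 sets with added peaks did. Of 1000 simulated pairs of libraries, the interval of the log2 ratio held the true value in 939, and 45 unchanged pairs had p under 0.05. In 1000 simulated pairs of classes, the test of equal odds ratios had p under 0.05 in 62 pairs made with the same ratio and in 1000 made with different ratios. For repeated windows, 37 of 40 intervals held the true ratio. For matched regions, 9 of 10 sets without a difference fell inside the range of the control sets, and 0 of 10 with a difference did. The simulated dyads were drawn independently, so dependence between dyads of a read or between PCR copies was not tested. Simulated background peaks and windows were likewise placed independently of each other, so clustering of peaks and repeats was not tested.

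The peak lists do not carry the number of reads, so the precision given for overlaps covers the count of DMRs and not sequencing depth. Intervals for the hairpin data cover counting error only. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.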

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

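The tests of this part were written before their results were seen, although the control regions matched on CpG density were added after the overlaps with random regions were known, and the counts of DMRs that hold repeated windows after the results on windows were seen.

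The paper reports H3K9me3 peaks at most DMRs in TKO_L_ and DKO_0_, describes Trim28 there too, and reports Uhrf1 at DMRs in WT as well. For H3K9me3 it adds an enrichment in public ESC data, but its text gives no overlap of the DMRs with H3K9me3 or Trim28 peaks in the WT cells. In the WT lists, H3K9me3 peaks overlapped 54.03% ± 1.07 (SD, n = 2) of the DMRs, against 2.60% of random regions and 4.22% in the highest random set. The share depends on the rule of overlap and was 7.26% with at least 50% of the DMR length covered and 6.53% with a -log10 q-value of at least 5. CpG density alone is excluded as the whole source, because regions with the CpG density of DMRs overlapped WT H3K9me3 peaks in 9.58% of cases. Windows made of the repeated sequence of DMRs overlapped a WT H3K9me3 peak in 57.3% of cases outside DMRs and in 62.7% inside, a ratio of 1.10 (95% interval 1.06 to 1.13, over 4838 elements). Of the DMRs with a WT H3K9me3 peak, 89.2% held such a window, compared with 55.5% of all DMRs. Some of the windows outside may lie in DMRs that the Nanopore filter removed. How reads were placed among copies of a repeat was not tested, so a technical share in this overlap stays open. The WT cells are of another strain than the cells in which the DMRs were found, and a biological explanation, H3K9me3 at these elements in WT as in the methylation-deficient lines, stays a hypothesis.

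Trim28 peaks in WT overlapped 40.9% ± 6.44 (SD, n = 2) of the DMRs, against 2.31% of random regions and 7.06% of regions with the CpG density of DMRs. With at least 50% of the DMR length covered it was 2.31% of the DMRs, against 0.0109% of random regions, and with a -log10 q-value of at least 5 it was 9.60%. Windows of repeated sequence had a WT Trim28 peak in 41.1% of cases inside DMRs and 32.6% outside, a ratio of 1.26 (1.21 to 1.32), and 95.6% of the DMRs with a WT Trim28 peak held such a window. CpG density alone is excluded as the whole source, because regions with the CpG density of DMRs had a peak in only 7.06% of cases. Repeated sequence stays open as a source, because windows inside and outside DMRs were not matched on their share of repeated words. Read placement among repeat copies stays open here as well. A biological explanation, recruitment of Trim28 in WT to a subset of the elements that gain methylation in DKO_0_, may be considered as a hypothesis, and it was not tested.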

How the results depend on the processing

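Control regions with at least 10 CpGs, control regions matched on CpG density and dyad counts divided by the dyads per read were chosen after the results were seen, and all other alternatives were set before the data were examined.

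Overlap of DMRs with peaks was computed for 11 results, one per mark and line and one for all 3 marks in each of TKO_L_ and DKO_0_. Under the alternatives with a permutation test, 67 values from alternatives set in advance and 22 from added ones, all 89 stayed above their control regions with p under 0.05. The ratio of DMRs to control regions ranged from 3.64, for Uhrf1 in WT with regions matched on CpG density, to 333, for all 3 marks with at least 50% of the DMR length covered, where control regions are nearly always without a match. With control regions matched on CpG density, the ratio for all 3 marks fell from 46.6 to 7.70 in DKO_0_ and from 39.6 to 7.85 in TKO_L_. With a peak required in both replicates the share of DMRs lay between 11.8% and 53.9%, and with a -log10 q-value of at least 5 between 6.47% and 73.1%. With at least 50% of the DMR length covered it lay between 1.12% and 78.2%. For Uhrf1 in TKO_L_ and DKO_0_, the share was 7.00% and 7.66% under the q-value limit. It was 1.19% in both lines with at least 50% of the length covered.

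The ratios of the pooled lists rose when a single replicate stood in for the pool, since the control share fell proportionally more than the DMR share. For H3K9me3 in DKO_0_ without replicate 1, the share fell from 89.7% to 55.9% at DMRs and from 8.95% to 3.41% in control regions. For Uhrf1 in DKO_0_ without replicate 1 the rise of the ratio was small, from 12.5 to 14.6. Across the lists that each left out one replicate, the ratio for H3K9me3 was 12.9 to 16.4 in DKO_0_ and 14.6 to 16.2 in TKO_L_, for Uhrf1 14.6 to 21.6 in DKO_0_ and 13.5 to 17.5 in TKO_L_, and for Trim28 23.2 to 26.0 in DKO_0_ and 17.6 to 23.9 in TKO_L_.

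In the exact permutation test of 2 against 2 lists, the differences in DMR overlap between DKO_0_ and TKO_L_ cannot give a p below 0.333. That test therefore cannot decide on them at a threshold of 0.05, and no other kind of test was run. For Uhrf1 the difference of -5.08 points changed direction to 1.75 points with equal peak numbers, to 0.0990 points with the stricter peak threshold and to 0.0330 points with at least 50% of the DMR length covered; the cause was not tested. With the replicate number as a block, the differences were 5.74 points for H3K9me3, -5.08 for Uhrf1 and -4.03 for Trim28. The smallest p that the permutation of 2 pairs allows is 0.5. For Trim28 the difference fell to -0.330 points with equal peak numbers, changed direction to 0.594 points without replicate 1 and was -8.65 points without replicate 2. For Uhrf1 it was -4.29 and -5.87 points, and for H3K9me3 5.74 points either way. Deviations of same-numbered replicates from their line's mean had correlations across DMRs of 0.578, 0.116 and 0.141 between TKO_L_ and DKO_0_. For H3K9me3, lists of the same number in TKO_L_ and DKO_0_ shared 37.4% and 32.5% of their covered length, against 23.5% and 22.6% for the replicates within each line. Lists of unlike number across these lines shared 29.7% and 17.4%. The unpaired p for H3K9me3 therefore also holds the spread between the numbers. With only 2 pairs, the numbers are still not taken to pair the samples.

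In the hairpin data, 11 of the 27 ratios had an adjusted p under 0.05. Counted in reads, 4 of them did, namely the fully methylated dyads of IAPEz, L1mdT and MuERVL and the right side of IAPEz, all at P5. The ratios themselves do not move under this alternative, but these P5 ratios no longer passed the threshold: 0.59 for the left side of IAPEz, 0.55 and 0.57 for the right and left sides of IAP LTRs, and 0.59 and 0.52 for those of L1mdT. The cause lies in the construction, which lowers the number of independent counts. At P1, 2 further ratios lost it. A pseudocount of 0.1 percentage points moved the P5 ratio of fully methylated dyads from 1.38 to 0.38 at IAP LTRs, from 3.33 to 2.75 at MuERVL and from 3.11 to 2.62 at L1mdT, the last of which lies outside its interval; shares in TKO_L_ were low in all 3. Summing both sides gave 0.77 for hemimethylated dyads at IAPEz, between its right and left values.

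Alternatives for L1mdA, and for mSat at P5, were not run because those libraries were not analysed here. The depth limits the fully methylated dyads of IAP LTRs, where 3 dyads in TKO_L_ leave an interval from -0.46 to 3.22.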

Differences from the paper's values

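The comparisons between classes and the counts divided by the dyads per read were chosen after the result was seen.

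The paper describes the relative increase of hemimethylated CpG dyads across passaging as a feature of IAPEz, in contrast to other repeat classes. In the dyad counts, hemimethylated dyads at P5 were also above TKO_L_ in the other 3 classes analysed there, with log2 ratios for both sides summed of 0.56 at IAP LTRs, 0.55 at L1mdT and 0.59 at MuERVL, next to 0.77 at IAPEz. In these other 3 classes incomplete bisulfite conversion cannot be told apart as a cause, so their rises need not be methylation. At IAPEz the hemimethylated ratio had a lower limit in reads of 1.38, above the 1.18 that rounding of the linker conversion allows. Counted in reads, the rise of both sides summed had an exact p without adjustment of 9.51e-07 at IAPEz, 0.00866 at IAP LTRs, 0.0175 at L1mdT and 0.204 at MuERVL. Of the single sides, only the right side of IAPEz passed the threshold of the exact test when counted in reads (adjusted p = 0.000129). The difference between IAPEz and each other class had an adjusted p, from Zelen's exact test, of 0.103 for IAP LTRs, 0.103 for L1mdT and 0.626 for MuERVL. Counted in reads, the adjusted p of the same exact test was 0.882, 0.882 and 0.941. At P5, IAPEz had the highest ratio of the 4 classes on both sides.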

Other observations

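The tests on hairpin data in this part were chosen after the results were seen; those on Uhrf1 and Trim28 peaks were written before, apart from the counts of DMRs that hold repeated windows, which were added after.

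IAPEz elements held 2.55% fully methylated dyads in TKO_L_, more than any other class analysed, of which mSat had 0.445%, L1mdT 0.206%, MuERVL 0.173% and IAP LTRs 0.0236%. Cells methylated as in WT, if mixed into the TKO_L_ sample, would raise every class in proportion to its level in WT. IAP LTRs allow at most 0.0801% of such cells (upper 95% limit), whereas IAPEz would need 2.82%. Incomplete conversion on both sides would leave 0.0306% of dyads fully methylated, if conversion failed independently on each side. Cells methylated as in WT and such independent failure of conversion are thereby each excluded as the whole source at IAPEz. Methylated cells with another profile are not excluded. In DKO_0_ P5, for example, 9.13% of dyads were fully methylated at IAPEz and only 0.0612% at IAP LTRs. Reads from failed molecules as a whole were removed by the authors' filter on linker conversion, which was not varied. Methylation retained at, or written to, IAPEz under the shRNA stays a hypothesis, because residual Dnmt1 in TKO_L_ was not measured in these data.

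The hemimethylated dyads at IAP LTRs, L1mdT and MuERVL rose between TKO_L_ and DKO_0_ P5 by ratios of 1.47, 1.47 and 1.50. Incomplete bisulfite conversion cannot be told apart as a cause. The unconverted share of the linker rose by at most 1.21 times when the rounding of the conversion is allowed for, below these ratios, but counted in reads their lower limits reach 1.10, 1.08 and 0.852. At IAPEz the ratio was 1.71 with a lower limit in reads of 1.38, above the 1.18 that rounding allows there.

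Whether H3K9me3 accounts for Uhrf1 and Trim28 at DMRs was tested with stretches of H3K9me3 peaks outside DMRs that had the same length, fold enrichment and covered length. Such regions were found for 1332 of the 1340 DMRs with H3K9me3 in TKO_L_ and for 1350 of 1359 in DKO_0_, and the shares are of these DMRs. In TKO_L_, Uhrf1 peaks lay at 50.3% of them and at 39.8% of matched regions (at most 43.2% in 1000 sets), and in DKO_0_ at 44.6% and 33.8% (at most 36.7%). For Trim28 the order was the other way. In TKO_L_, 73.6% of these DMRs and 81.8% of matched regions (at least 79.4%) had a peak, and in DKO_0_ 64.4% and 77.2% (at least 74.4%). The level and length of H3K9me3 thus do not account in full for Uhrf1 at DMRs. These regions were not matched on CpG density or repeated sequence, which both stay open as the source of the excess. A further feature that draws Uhrf1 there stays a hypothesis. For Trim28 the level and length of H3K9me3 stay open as the source, because matched regions had a peak more often than DMRs. Why DMRs had one less often was not tested.

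Repeated sequence was tested in the same way, with windows made of the repeated sequence of DMRs inside and outside them. Uhrf1 peaks lay at 44.8% of windows inside and 33.1% outside in TKO_L_, a ratio of 1.35 (95% interval 1.28 to 1.42), and at 37.5% and 25.4% in DKO_0_, a ratio of 1.48 (1.38 to 1.57). For Trim28 the ratios were 1.06 (1.05 to 1.07) in TKO_L_, with 97.6% inside and 92.0% outside, and 1.03 (1.02 to 1.05) in DKO_0_. Within this repeated sequence, peaks were thus also frequent outside DMRs, nearly as frequent for Trim28 and less so for Uhrf1. Of the 1515 DMRs, 841 held such a window, as did 92.6% and 93.5% of those with a Uhrf1 peak and 83.4% and 89.7% of those with a Trim28 peak in TKO_L_ and DKO_0_. The ratios of windows inside to outside may be too low, since some windows outside may lie in DMRs that the Nanopore filter removed, and read placement among repeat copies was not tested. Windows inside and outside DMRs were also not matched on their share of repeated words.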
